# Retinoic acid receptor beta and angiopoietin-like protein 1 are involved in the regulation of human androgen biosynthesis

**DOI:** 10.1038/srep10132

**Published:** 2015-05-13

**Authors:** Sameer S. Udhane, Amit V. Pandey, Gaby Hofer, Primus E. Mullis, Christa E. Flück

## Abstract

Androgens are essential for sexual development and reproduction. However, androgen regulation in health and disease is poorly understood. We showed that human adrenocortical H295R cells grown under starvation conditions acquire a hyperandrogenic steroid profile with changes in steroid metabolizing enzymes HSD3B2 and CYP17A1 essential for androgen production. Here we studied the regulatory mechanisms underlying androgen production in starved H295R cells. Microarray expression profiling of normal versus starved H295R cells revealed fourteen differentially expressed genes; HSD3B2, HSD3B1, CYP21A2, RARB, ASS1, CFI, ASCL1 and ENC1 play a role in steroid and energy metabolism and ANGPTL1, PLK2, DUSP6, DUSP10 and FREM2 are involved in signal transduction. We discovered two new gene networks around RARB and ANGPTL1, and show how they regulate androgen biosynthesis. Transcription factor RARB stimulated the promoters of genes involved in androgen production (StAR, CYP17A1 and HSD3B2) and enhanced androstenedione production. For HSD3B2 regulation RARB worked in cooperation with Nur77. Secretory protein ANGPTL1 modulated CYP17A1 and DUSP6 expression by inducing ERK1/2 phosphorylation. By contrast, our studies revealed no evidence for hormones or cell cycle involvement in regulating androgen biosynthesis. In summary, these studies establish a firm role for RARB and ANGPTL1 in the regulation of androgen production in H295R cells.

Steroid hormones are essential for mammalian life and reproduction. They are mainly synthesized in endocrine organs such as the adrenal glands, gonads and the placenta. Based on their biological function(s) steroid hormones are classified in three main groups, mineralocorticoids, glucocorticoids and sex steroids (androgens and estrogen). Sex steroids are essential for both male and female sexual development and reproduction. Precursors of androgens are also produced in the fetal adrenals as well as the zona reticularis (ZR) of the adult adrenal cortex. The regulatory system controlling the development of the ZR and the androgen production of the ZR are largely unknown. However, it is known that the adrenocorticotropic hormone (ACTH) and its signaling network, which regulate glucocorticoid production in the zona fasciculata (ZF) of the adrenal cortex, play a co-regulatory role for androgen production^1^. By contrast, estrogen and testosterone production in the ovary and testis are regulated through the gonadotropin-releasing hormone (GnRH) of the hypothalamus and the luteinizing hormone (LH) and the follicle-stimulating hormone (FSH) of the pituitary gland^2^.

Cholesterol, the building block of all steroid hormones, is transported to the mitochondria through the help of the steroidogenic acute regulatory protein (StAR). At the inner mitochondrial membrane the side-chain cleavage system (CYP11A1-FDX-FDXR) catalyzes the conversion of cholesterol to pregnenolone, which is needed for the production of all steroids. Steroid biosynthesis then proceeds further via a series of enzymatic reactions which involves the enzymes cytochrome P450c17 (encoded by *CYP17A1*) and 3β-hydroxysteroid dehydrogenase II (3βHSDII) (encoded by *HSD3B2*) that are essential for the production of all sex steroids.

In humans, adrenarche is the event of functional activation of the ZR of the adrenal cortex which occurs at around 6 to 8 years of age. It consists of an increased production and secretion of adrenal androgens, namely the 19-carbon (C19) steroids dehydroepiandrosterone (DHEA) and dehydroepiandrosterone sulfate (DHEAS). At adrenarche, the increased androgen production in the ZR is characterized by a decrease in HSD3B2, an increase in CYP17A1-17,20-lyase activity as well as an increase in cytochrome b5 (CYB5), P450 oxidoreductase (POR) and type 2 dehydroepiandrosterone sulfotransferase (SULT2A1)^3^,^4^. Alterations in androgen production pose health problems^5^. The hyperandrogenic disorder of polycystic ovary syndrome (PCOS) is the most common endocrine disorder in women associated with infertility and metabolic consequences. In PCOS, an increased expression of HSD3B2 and CYP17A1 was found in the ovarian theca cells suggesting that these enzymes play an important role in this syndrome^6^. However, the detailed molecular mechanisms underlying the increased androgen production remain obscure, making a targeted treatment impossible.

The adrenocortical carcinoma NCI-H295 cell lines are an established model to study the regulation of steroidogenesis as primary cell culture or small animal models do not exist^7^,^8^,^9^,^10^. The H295R cells synthesize all steroids, which are normally produced in the three layers of the human adrenal cortex. We have shown that specially subcloned H295R cells are a suitable model for studying androgen biosynthesis^11^. We found that H295R cells have lower 3βHSDII and higher 17,20-lyase activity, resembling the steroid profile of the androgen producing ZR of the human adrenal cortex^11^. We also found that the steroid profile of H295R cells differs with various cell growth conditions^12^. A serum-free (starvation) growth condition shifts steroidogenesis of H295R cells towards androgen production. Serum starvation leads to an increase in CYP17A1 17,20-lyase activity and a decrease in HSD3B2 expression and activity^12^. In general, serum starvation is recognized as a model to study cell cycle, hormonal regulations and metabolic processes^13^,^14^,^15^,^16^,^17^,^18^. Several studies have illustrated that serum-free culturing conditions impact on several intracellular signaling pathways; for example AMP-activated protein kinase (AMPK) in skeletal muscle cells^14^, Mitogen-activated protein kinases (MAPKs) pathway in cardiac fibroblasts^19^ and protein kinase B (AKT/PKB) in glioma cells as well as in embryonic fibroblast cells^20^,^21^. Previously, we investigated the role of AMPK signaling on androgen production in adrenal H295R cells but found no obvious connection^22^.

Multiple signaling pathways regulate steroidogenesis^23^. In general, adrenal androgen biosynthesis is coregulated by the peptide hormone ACTH via the cyclic adenosine monophosphate (cAMP)/cAMP-dependent protein kinase A (PKA) pathway^1^,^3^,^23^. Additional pathways have been reported^23^, but it is still believed that the main regulators have yet to be determined. The interplay between the cAMP/PKA and the phosphoinositide 3’-OH kinase (PI3K/AKT) signaling for the regulation of steroidogenesis is described in rat granulosa cells^24^. MAPKs regulate many intracellular events^25^. Recent studies have demonstrated that in PCOS theca cells reduced levels of activated mitogen-activated protein kinase (MEK1/2) and extracellular signal-regulated kinase 1/2 (ERK1/2) correlate with increased androgen production^26^. These findings implicate alterations in the MAPK pathway in the pathogenesis of excessive ovarian androgen production in PCOS. Most recently MAPK member 14 (MAPK14), also called p38α, has been shown to phosphorylate P450c17 in a fashion that confers increased 17,20-lyase activity which is essential for the production of androgens^27^.

In this study we investigated the gene expression profiles and specific signaling pathways in androgen producing H295R cells to obtain further insight into androgen regulation in humans. We used the previously described H295R cell starvation model which causes a shift in the steroid profile towards androgen production and produces a differential gene expression profile of a hyperandrogenic state. We used gene expression profiling, bioinformatics analysis and signal transduction analysis to identify the genes involved in the regulatory network of androgen biosynthesis. Interestingly, we found only 14 genes differentially expressed. Among them retinoic acid receptor beta (RARB) and angiopoietin-like protein 1 (ANGPTL1) led us to novel pathways involved in the regulation of androgens.

## Results

### Serum starvation enhances androgen production in H295R and MA-10 cells

We found that starvation in human adrenal H295R cells induced androgen production (Fig. 1A)^12^. We then looked at effects of starvation on steroidogenesis of mouse Leydig cells to check for a common regulatory mechanism, which would not be tissue-specific and/or species-specific. We starved mouse Leydig MA-10 cells similar to H295R cells and assessed their steroid profile using labeled pregnenolone (Fig. 1B). The testosterone biosynthesis pathway varies between species, where humans and rabbits predominantly use the Δ^5^ pathway to produce androgens from pregnenolone^28^, whereas rats and mice use the Δ^4^ pathway^28^,^29^. However, MA-10 cells do not produce testosterone but predominantly 20α-dihydroprogesterone (20α-DHP) and express little CYP17A1^30^,^31^,^32^. Starvation of MA-10 cells for 48 hours significantly increased the conversion of pregnenolone to androstenedione and 20α-DHP (Fig. 1B). Thus, starvation was found to induce steroidogenesis in humans and mice and resulted in higher androgen production in both the adrenal cortex and the testis.

### The androgen shift observed in starved H295R cells is not mediated by hormones

Serum used in culture media contains many substances including growth factors, cytokines, fatty acids, lipids, vitamins, trace elements, carbohydrates and hormones^33^. Since serum withdrawal enhanced androgen production in H295R cells^12^, we investigated whether hormones might be responsible for these alterations in the steroid production. Therefore, we removed hormones from the H295R NU-I serum by charcoal treatment as described previously^34^. Charcoal stripping of serum removes hormones such as steroids, peptide hormones and thyroid hormone^34^,^35^. To confirm effectiveness of the NU-I serum stripping, we measured testosterone concentrations before and after charcoal stripping with a radioimmunoassay (Beckman Coulter, RIA Testosterone kit). After charcoal stripping, testosterone was no longer detectable in NU-I serum. The steroid production was then assessed in H295R cells cultured in normal growth medium supplemented with full NU-I serum or medium supplemented with charcoal stripped NU-I serum. Steroid conversion was measured using radiolabeled pregnenolone and TLC readout (Fig. 2). Charcoal stripping did not change the steroid profile of H295R cells. This indicates that hormones in the serum most likely are not responsible for the alterations of the steroid production observed in H295R cells when grown without serum.

### The starvation effect on steroidogenesis does not depend on changes of the cell cycle

The serum starvation model has been extensively used for studying the cell cycle synchronization^36^,^37^. Therefore, we investigated the effects of serum starvation on the cell cycle regulation in H295R cells using FACS analysis. However, FACS analysis showed that 48 hours of serum starvation did not significantly affect the cell cycle regulation in H295R cells, suggesting that starvation induced androgen production probably does not depend on cell cycle mechanisms (Fig. 3).

### Identification of differentially expressed genes in starved H295R cells

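NCI-H295R cells, a human adrenocortical carcinoma line that makes adrenal androgens, glucocorticoids and mineralocorticoids, were plated for 24 h. They were then kept for 48 h either in growth medium with serum or in serum free starvation medium. The paper lists insulin, transferrin and selenium in the growth medium and not in the starvation medium. Effects of losing these supplements and of losing serum are therefore not separated here. RNA of 3 cultures per condition, which the methods describe as independent experiments, was hybridized to single-colour arrays that measure each transcript with a set of probes along its exons. The authors' deposited values are log2 expression values made by robust multi-array average (RMA), which corrects the background, gives the probes of all arrays a common distribution by quantile normalization and summarises each probe set by median polish. Each array has values for 33297 probe sets, and the medians of the arrays lie between 6.04 and 6.16. From these values, starved and normally grown cells were compared with limma on 6 arrays, and p values were adjusted with Benjamini and Hochberg's method over all probe sets. The thresholds are those of the study, an adjusted p under 0.05 and a change of at least 2-fold. Genes are named only from probe sets that the array's annotation assigns to 1 gene symbol, which gives 18417 genes, and a gene with several probe sets is represented by the brightest. Changes are given as starved minus normal growth on the log2 scale with their standard error (SE), so a value of -1 is a signal lower by 2-fold. Precision is limited by the 3 arrays per condition: when all arrays of one condition lie above all of the other, the smallest p of a two-sided exact permutation test is 0.1. All arrays of a condition had exactly the same value in 671 probe sets under normal growth and 475 under starvation, and an SD of 0 is then no measure of biological spread.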

To characterize the gene expression profile of H295R cells cultured under serum-starved conditions, we performed microarray studies using the GeneChip Human Gene 1.0 ST arrays. For analysis, the *P* values were adjusted for multiple testing with Benjamini and Hochberg’s method to control for a false discovery rate (FDR). Probe sets showing at least a 2-fold change and a FDR < 0.05 were considered significant. We identified 14 genes with a significantly altered (>2.0 fold) expression profile, when comparing starved with control H295R cells (Table 1). 

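At both thresholds, 7 named genes were lower in starved H295R cells and 0 were higher in the limma fit. They were HSD3B2 (type II 3β-hydroxysteroid dehydrogenase), RARB (retinoic acid receptor β), CCDC3 (a secreted protein), ENC1 (an actin-binding protein of neurons), ASS1 (an enzyme of arginine synthesis), DUSP6 (an ERK phosphatase) and NPTX2 (a secreted pentraxin). The CCDC3 signal was 5.86 ± 0.08 (SD, n = 3 arrays) in starved cells and 7.23 ± 0.02 (SD, n = 3) under normal growth, a 2.58-fold lower level (log2 change -1.37, SE 0.05, adjusted p = 0.00519 from limma). NPTX2, among the brighter genes of the group, was 2.01-fold lower (SE of the log2 change 0.05, adjusted p = 0.0066 from limma), and ENC1 changed by -1.15 (SE 0.10, adjusted p = 0.0329 from limma). The starved means of CCDC3 and ENC1 lie below the median of each array, where background can make a fold too small.
Of the Table 1 genes, 12 have a probe set with a single symbol, and all 12 were lower in starved cells, with the 3 starved arrays below the 3 arrays of normal growth for each gene. Chance sets the conditions apart, in either direction, in 10% of genes. The list was chosen by the study on these arrays, so neither its direction nor its counts and p values are independent evidence. Of the 12 genes, 11 differed by at least 2-fold, 7 passed both thresholds, and all 12 passed when adjusted over the list alone. As a group they were lower than the other genes on the array (camera adjusted p = 5.05e-27, and adjusted p = 0.0305 with an estimated correlation). CFI, a serine protease that inactivates complement, had a log2 change of -1.07 (SE 0.12, adjusted p = 0.0656 from limma). At an unadjusted p under 0.05 from limma and a change of at least 2-fold, 11 named genes were lower and 0 were higher, and all 11 are Table 1 genes. Over all probe sets, unnamed ones included, 31 met these limits, 5 of them higher in starved cells. The paper's array methods name R and Bioconductor packages but no test, and the submitters' processing notes name limma. The methods' t-test, run here as an alternative, is the one the paper's general statistics section names. At a change of at least 2-fold, it also gave 11 lower and 0 higher genes at an unadjusted p under 0.05, and 3 lower genes after adjustment. Without normal growth replicate A, B or C no gene passed both thresholds in limma, with 9, 10 and 13 genes at an unadjusted p under 0.05 and at least 2-fold. Of the 10 genes without normal growth replicate B, 1 was higher in starved cells. Without starved replicate A, B or C 3, 4 and 1 genes passed, with 11, 7 and 11 at an unadjusted p under 0.05 and at least 2-fold.

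**Figure D1:**
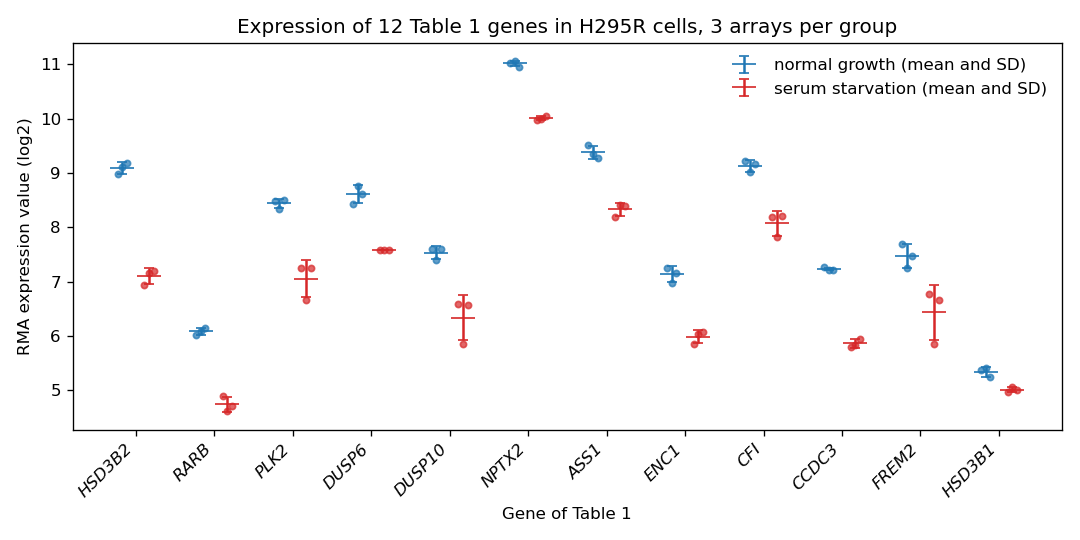
RMA expression value (log2, vertical axis) of 12 Table 1 genes in H295R cells under normal growth (blue) and serum starvation (red). Points are the 3 arrays of each condition, horizontal bars the means and vertical bars the SD; the 3 starved arrays lie below the 3 arrays of normal growth for all 12 genes, and the starved DUSP6 points coincide.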

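With no minimum fold, 42 named genes passed an adjusted p under 0.05 in limma, 12 higher and 30 lower in starved cells, and 27 of them differed by at least 1.5-fold. Among these genes, the largest falls outside Table 1 were in SELENOW, a small selenoprotein (log2 change -0.97, SE 0.06, adjusted p = 0.0109 from limma), in UNC5B, a netrin receptor (-0.90, SE 0.04, adjusted p = 0.00648 from limma), and in CCN3, a matricellular protein of the CCN family (-0.89, SE 0.08). GRPR, the receptor of gastrin-releasing peptide, rose by 0.89 (SE 0.07), KCNK2, a two-pore-domain potassium channel, by 0.82 (SE 0.05), CPM, a membrane-bound carboxypeptidase, by 0.81 (SE 0.08), NTM, a neuronal adhesion molecule, by 0.76 (SE 0.06) and SV2B, a synaptic vesicle glycoprotein, by 0.73 (SE 0.04). Smaller rises were measured for ARHGAP5-AS1, AMPD2 (an AMP deaminase), PLPP5 (a lipid phosphatase), IGFBP2 (a binding protein of insulin-like growth factors) and CACNA1C (a calcium channel subunit), with log2 changes from 0.49 for IGFBP2 to 0.52 for ARHGAP5-AS1. CACNA1C had the same value on all 3 starved arrays, and its second probe set had a log2 change of 0.41 with an adjusted p of 0.177 from limma. When the arrays were shifted to a common median, 3 genes were higher and 20 lower. With no minimum fold, the methods' t-test gave 30 genes after adjustment, and 11 of the 42 were among them. Without normal growth replicate A, B or C no gene passed, with 1397, 1568 and 1400 genes at an unadjusted p under 0.05. Without starved replicate A, B or C 3, 16 and 1 genes passed.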

The identified genes and their putative biological functions are given in Table 2. 

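HSD3B2, the 3β-hydroxysteroid dehydrogenase of the adrenal and gonads, fell the most of all named genes in starved H295R cells. Its signal was 7.10 ± 0.14 (SD, n = 3 arrays) in starved cells and 9.09 ± 0.10 (SD, n = 3) under normal growth, a 3.98-fold lower level (log2 change -1.99, SE 0.09, adjusted p = 0.00648 from limma). HSD3B1, the isoenzyme of placenta and skin, had a log2 change of -0.33 (SE 0.06, adjusted p = 0.179 from limma), from a mean of 5.34 under normal growth to 5.01 in starved cells, both below the median of each array. The isoenzymes are close paralogs, so their probe sets can share signal. STAR, which moves cholesterol into mitochondria, had a log2 change of -0.45 (SE 0.05, adjusted p = 0.0583 from limma). CYP17A1 and CYP11A1, the P450 enzymes of 17α-hydroxylation and side chain cleavage, had values of -0.08 and -0.02 (adjusted p = 0.831 and 0.964 from limma).
Of 22 measured genes of steroidogenic enzymes and cofactors, 1 was lower, 0 were higher and 21 did not pass the test over all probe sets. Of the same genes, 7 were lower and 1 was higher when adjusted over the list alone (1 higher and 8 lower at an unadjusted p under 0.05). The lower genes over the list alone include SULT2A1, the DHEA sulfotransferase, at -0.37 and FDX1, the ferredoxin of the mitochondrial P450 enzymes, at -0.28. The higher gene was PAPSS2, which makes the sulfate donor, at 0.43. The list was lower than the other genes with the preset correlation of camera (adjusted p = 0.00128), and its adjusted p was 0.417 with an estimated correlation. HSD3B2 is a Table 1 gene chosen on these arrays, and the list was not tested without it. The list's median log2 change was -0.04. STAR passed at an adjusted p of 0.0442 after quantile normalization again, of 0.0217 without dim probe sets, of 0.0187 over single-gene probe sets and of 0.0158 with the trend and robust options of eBayes. HSD3B2 had an adjusted p of 0.0911, 0.121 and 0.0871 from limma without normal growth replicate A, B and C, and of 0.0861 without starved replicate C. Over all alternatives the adjusted p ranged from 0.00143 to 0.121 for HSD3B2 and from 0.0158 to 0.302 for STAR.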

Serum starvation reduced the expression of steroidogenic genes 21-hydroxylase (CYP21A2), HSD3B1 and HSD3B2. In the signal transduction pathway polo like kinase 2 (PLK2), dual specificity phosphatase 6 and 10 (DUSP6 and DUSP10), FRAS1 related extracellular matrix protein 2 (FREM2) and ANGPTL1 had a reduced expression under starvation conditions.

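PLK2, a polo-like kinase active at the G1/S transition, had a signal of 7.05 ± 0.34 (SD, n = 3 arrays) in starved cells and 8.44 ± 0.08 (SD, n = 3) under normal growth, 2.62-fold lower (log2 change -1.39, SE 0.17, adjusted p = 0.0749 from limma). DUSP10, a phosphatase of the p38 and JNK kinases, was at 6.33 ± 0.41 (SD, n = 3) and 7.53 ± 0.12 (SD, n = 3), with a log2 change of -1.20 (SE 0.21, adjusted p = 0.167 from limma). FREM2, an extracellular matrix protein of basement membranes, differed by -1.03 (SE 0.26, adjusted p = 0.32 from limma). In starved cells these 3 genes had their lowest signal on replicate B, at 6.66 for PLK2, 5.86 for DUSP10 and 5.86 for FREM2, and the SD among starved arrays was 0.50 for FREM2. Under normal growth replicate B was also the lowest array for each, at 8.35 for PLK2, 7.39 for DUSP10 and 7.24 for FREM2.
Of 10 measured MAP kinase phosphatases, 1 (DUSP6) was lower over all probe sets and 4 were lower when adjusted over the list alone, the others being DUSP10, DUSP5 at -0.35 and DUSP1 at -0.16. The list as a whole was lower than the other genes with the preset correlation (camera adjusted p = 0.00053), and its adjusted p was 0.353 with an estimated correlation. DUSP6 and DUSP10 are Table 1 genes chosen on these arrays, and the list was not tested without them. The list's median log2 change was -0.12. PLK2 passed at an adjusted p of 0.0288 without dim probe sets, of 0.0247 over single-gene probe sets, of 0.0385 with the trend and robust options of eBayes and of 0.0378 without starved replicate B. Over all alternatives its adjusted p ranged from 0.0224 to 0.366. ANGPTL1 is not analysed here.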

Hierarchical clustering was applied to the gene expression data using complete linkage algorithm in Cluster 3.0 software and visualized by the JTreeView software. A heat map for the microarray data was drawn showing the gene expression profiles of H295R cells cultured under normal growth and starvation conditions (Supplementary Figure S1). 

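Complete linkage clustering of the 6 arrays over 12 Table 1 genes put the 3 arrays of normal growth in one cluster and the 3 starved arrays in the other. Those genes were chosen for this difference. Over all probe sets, starved replicate B stood alone and the other 5 arrays formed the second cluster. Pearson correlations across probe sets ranged from 0.996 to 0.997 within normal growth, from 0.994 to 0.997 within starvation and from 0.994 to 0.997 between the conditions, so arrays of different conditions were as alike as starved arrays were among themselves. Probe sets are not independent replicates, and these correlations describe the arrays only. Markers of other cell types did not pass in either direction: 0 of 10 fibroblast, 0 of 8 endothelial, 0 of 8 immune and 0 of 9 epithelial genes changed in limma, with 1, 0, 0 and 2 of them at an unadjusted p under 0.05 and camera adjusted p = 0.551, 0.737, 0.756 and 0.442. When adjusted over the list alone, FAP, a protease of activated fibroblasts, was lower at -0.92 and EPCAM, an epithelial adhesion molecule, was higher at 0.33. Of 9 reference genes 0 changed and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.68), and PPIA, the cyclophilin A gene, had a log2 change of 0.09 (SE 0.05, adjusted p = 0.754 from limma).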

To confirm the microarray findings, we performed SYBER Green based qRT-PCR analysis of selected 14 transcripts (Fig. 4). All genes which were significantly up- or down-regulated under starvation conditions by microarray analysis of >2.0 fold (p < 0.05), were confirmed by specific qRT-PCRs. In addition, the CYP21A2 transcript which was found to be regulated at a level of >1.5 fold (p < 0.05) in the microarray (Supplementary Table S2), was also tested and confirmed by qRT-PCR.

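Probe sets shared by CYP21A2, the adrenal 21-hydroxylase, and its neighbouring pseudogene CYP21A1P had a lower signal in starved H295R cells. There are 3 such probe sets, and none is assigned to CYP21A2 alone, so the gene and the pseudogene cannot be told apart on the array. The first was at 9.42 ± 0.09 (SD, n = 3 arrays) in starved cells and 10.29 ± 0.05 (SD, n = 3) under normal growth, which is 1.83-fold lower (log2 change -0.87, SE 0.06, adjusted p = 0.017 from limma). The other 2 gave identical values, with a log2 change of -0.88 and the same adjusted p, and are not separate evidence. All starved arrays lay below all arrays of normal growth on each probe set. Chance sets the conditions apart, in either direction, in 10% of probe sets. On the first probe set the adjusted p was 0.157, 0.122 and 0.192 without normal growth replicate A, B and C, and 0.131 and 0.166 without starved replicate A and C. It was 0.0664 with the methods' t-test and ranged from 0.0042 to 0.279 over all alternatives.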

### Analysis of differentially expressed genes in starved H295R cells

To check whether the differentially expressed genes from the starved, hyperandrogenic H295R cells form a network for androgen regulation, microarray data were imported to GeneGo Metacore analysis software for gene set enrichment analysis. This program is able to recognize gene networks on the basis of previously reported functional interactions (www.genego.com). Analysis of our data revealed a network in disease biomarker processes which linked 5 out of the 14 genes, namely DUSP6 also called mitogen kinase phosphatase 3 (MKP-3), HSD3B1, argininosuccinate synthase 1 (ASS1), HSD3B2 and retinoic acid receptor (RAR) (Fig. 5). These five genes were significantly down regulated under starvation conditions. 

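In the array data of these genes, ASS1, the argininosuccinate synthase of the urea cycle and of arginine synthesis, fell from 9.38 ± 0.12 (SD, n = 3 arrays) under normal growth to 8.33 ± 0.12 (SD, n = 3) in starved cells. This is a 2.07-fold lower level (log2 change -1.05, SE 0.09, adjusted p = 0.0329 from limma). RARB, a nuclear receptor that binds retinoic acid, fell from 6.08 ± 0.06 (SD, n = 3) to 4.74 ± 0.14 (SD, n = 3), 2.54-fold lower (log2 change -1.34, SE 0.08, adjusted p = 0.013 from limma). Its starved mean lies below the median of each array, where background can make a fold too small. DUSP6 and HSD3B2 were also lower past both thresholds, and HSD3B1 did not pass the adjusted test. RARB had an adjusted p of 0.115, 0.122 and 0.185 without normal growth replicate A, B and C and of 0.13 without starved replicate C. The adjusted p of ASS1 was over 0.05 without any of the arrays, at 0.171, 0.218 and 0.195 without normal growth replicate A, B and C and 0.163, 0.0968 and 0.19 without starved replicate A, B and C. The methods' t-test gave 0.114 for ASS1 and 0.0658 for RARB. Over all alternatives the ranges were 0.00887 to 0.285 and 0.000982 to 0.213.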

RAR was the center node of this network which linked to several other factors; but most important in our context, RAR linked to Nur77 and HSD3B2. This network suggests that RARB may regulate HSD3B2 through Nur77.

We then used DAVID software to study the possible functional role of differentially expressed genes under starvation conditions^38^. We found that the identified genes were involved in highly selected biological processes (Table 2). Most of the genes seemed to play a role in energy metabolism; other genes showed possible involvement in signal transduction, especially the mitogen-activated protein kinase kinase kinase (MAPKKK) cascade, and three genes were involved in steroidogenesis (Table 2).

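Gene groups of energy metabolism, listed before the data were examined, were compared between starved and normally grown H295R cells. None of 20 glycolysis genes, of 24 nuclear genes of the respiratory chain, of 18 AMPK subunits and mTORC1 regulators or of 15 genes of fatty acid synthesis passed the limma test over all probe sets. At an unadjusted p under 0.05 the counts were 3 higher and 3 lower in glycolysis, 0 and 1 in the respiratory chain, 2 and 0 in the AMPK group and 1 and 6 in fatty acid synthesis. Adjusted over the list alone, 1 higher and 1 lower passed in glycolysis, 0 in the respiratory chain, 1 higher in the AMPK group and 4 lower in fatty acid synthesis. In glycolysis SLC2A1, the GLUT1 glucose transporter, was higher at 0.25 and LDHA, lactate dehydrogenase A, lower at -0.24. In the AMPK group DEPTOR, an inhibitor of mTOR, was higher at 0.36. In fatty acid synthesis SREBF1, a transcription factor of lipid synthesis, was lower at -0.43 with FASN, the fatty acid synthase, at -0.18. The camera test gave adjusted p values of 0.68 for glycolysis, 0.0735 for the respiratory chain, 0.442 for the AMPK group and 0.127 for fatty acid synthesis. The respiratory chain had an adjusted p of 0.566 and fatty acid synthesis of 0.724 with an estimated correlation.
The 20 measured genes of cholesterol synthesis and uptake had 0 members past the test in limma and 0 when adjusted over the list alone, with 6 higher and 1 lower at an unadjusted p under 0.05. Their mean log2 change was 0.06, with IDI1 at 0.19, LSS at 0.18 and SQLE, the squalene epoxidase, at 0.16. As a list they were higher than the other genes with the preset correlation (camera adjusted p = 0.00821). The adjusted p was 0.353 with an estimated correlation. Of 30 genes of the integrated stress response, 0 passed over all probe sets and 6 higher and 2 lower passed when adjusted over the list alone (7 and 2 at an unadjusted p under 0.05). ALDH1L2, a mitochondrial folate enzyme, was at 0.71, and CEBPB and VLDLR were at -0.61 and -0.52. This list was higher with the preset correlation (camera adjusted p = 0.0148, mean log2 change 0.06) and had an adjusted p of 0.485 with an estimated correlation. Its adjusted p was 0.211 with all 9 arrays in the fit, 0.051 without dim probe sets and 0.148 without starved replicate C. Without starved replicate C the lists of the respiratory chain and fatty acid synthesis were lower (0.0254 and 0.049), and the respiratory chain was so as well without normal growth replicate B (0.0498) and with the trend and robust options of eBayes (0.0434).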

### Regulation of steroidogenesis by nuclear receptor RARB

The specific role of the RARB in steroidogenesis is unknown, although RARB seems to be expressed in normal human adrenal and gonadal tissues (GEO GDS3113/109692/RARB). RARs are nuclear receptors which are activated upon binding of ligands such as all-trans-retinoic acid (ATRA). ATRA is an activated metabolite of retinol (vitamin A) which has been described to regulate the transcription of steroidogenic genes expressed in the adrenal cortex, the testis and the ovary^39^,^40^,^41^. Studies in rats revealed that retinol deficiency decreased HSD3B2 activity *in* and *ex vivo* in adrenals, testes and ovaries; and that this effect was rescued by retinol or RA supplementation^42^. In testis, retinol may be metabolized to active (AT)RA to act as ligand on its receptor(s)^43^. Distinct genes (α, β, and γ) encode the different retinoic acid receptors (RARs). RARs control specific gene expressions in a ligand-dependent manner, and belong to the nuclear receptor 1 B (NR1B) subtype of the nuclear receptor superfamily. They play a role in development, cell growth and survival, vision, spermatogenesis, immune function, and neural functions^44^.

After identifying RARB as a possible regulator of HSD3B2 (Fig. 5), we investigated its role in regulating transcription of steroid genes in the absence or presence of the ATRA ligand. We therefore transfected H295R cells with promoter constructs of four steroid genes (−1.05 kb HSD3B2, −1.3 kb StAR, −3.7 kb CYP17A1 and −2.23 kb CYP11A1) and a RARB expression vector with and without ATRA treatment in starved conditions (Fig. 6A). RARB overexpression in H295R cells was found to activate the promoters of StAR, HSD3B2 and CYP17A1, but not of CYP11A1. In the presence of the ATRA ligand, this activation became more pronounced for the RARB regulated promoters, and remained unaltered for CYP11A1 (Fig. 6A). To confirm these results we studied the effect of RARB overexpression on endogenous gene expression of StAR and HSD3B2 using Western blots (Fig. 6B). Overexpression of RARB increased StAR expression and addition of an ATRA ligand to starvation medium increased StAR expression with and without RARB overexpression (Fig. 6B), suggesting that ATRA might also work through endogenous RARB, RARα or RXRα^45^. In contrast, RARB overexpression or ATRA ligand treatment did not change HSD3B2 expression (Fig. 6B). Therefore, RARB might not directly regulate HSD3B2 or depend on another partner.

Further, we investigated whether an effect of RARB and ATRA might be seen on the steroid profile of H295R cells. Starved H295R cells were transfected with RARB in presence and absence of ATRA treatment and the steroid profile was assessed using pregnenolone labeling (Fig. 6C). Overexpression of both RARB and ATRA treatment increased androstenedione production and decreased 17-hydroxyprogesterone production; and this effect was most pronounced when combining RARB with ATRA. Calculations for an effect of RARB and ATRA on HSD3B2 activity revealed a significant increase (data not shown) confirming that RARB has a role in regulating adrenal androgen production.

### RARB and Nur77 co-operate to regulate HSD3B2

Since overexpression of RARB in starvation did not change endogenous HSD3B2 expression, we hypothesized that RARB required an interacting partner to act on HSD3B2. Our network studies suggested that RAR was a possible regulator of HSD3B2 via Nur77 (Fig. 5). In the Biological General Repository for Interaction Datasets (BioGRID; www.thebiogrid.org), we found evidence that RARB interacts with the nuclear receptor 4A2 (NR4A2), which belongs to the nuclear receptor 4A family that also includes Nur77 as a member. Furthermore, RARB has been shown to interact with Nur77 in human hepatocellular carcinoma cells and thus leads to apoptosis^46^. Also, Nur77 is an essential transcription factor for HSD3B2 expression^47^,^48^.

We therefore tested the possible cooperation between RARB and Nur77 for HSD3B2 expression. We transfected H295R cells with the −1050 bp HSD3B2 promoter reporter and the expression vectors for the transcription factors RARB and Nur77. RARB was found to activate the HSD3B2 promoter both in the presence and absence of ATRA (Fig. 7A), which was in line with earlier experiments (Fig. 6A). Nur77 alone did not enhance the HSD3B2 promoter activity (Fig. 7A). This result suggests that Nur77 alone is not sufficient to regulate HSD3B2 promoter activity in starvation. Based on our and reported data we postulated that Nur77 action itself depended on RARB expression^46^. Therefore, we investigated the cooperation of RARB and Nur77 on HSD3B2 in H295R cells cultivated in normal growth medium. Under these conditions Nur77 enhanced HSD3B2 promoter activity in the presence of the ATRA (Fig. 7B). Similar to starvation conditions, the combined stimulation with RARB and Nur77 increased the HSD3B2 promoter activity under normal growth conditions. Thus, RARB is essential for Nur77’s regulation of HSD3B2.

### ANGPTL1 modulates CYP17A1 expression through ERK1/2

Microarray data revealed that ANGPTL1 was significantly down-regulated under starvation conditions (Table 1). ANGPTL1 is known to be a potent regulator of angiogenesis or anti-angiogenesis depending on the cell context^49^,^50^. It also exhibits anti-apoptotic activity in endothelial cells by stimulating phosphorylation of ERK1/2 and AKT^50^. ANGPTL1 is known to participate in signal transduction via integrin^51^ and tyrosine kinase signaling pathways^49^,^52^. It has been shown that ANGPTL1 affects the phosphorylation of intracellular signaling kinases in cancer cells, like focal adhesion kinase (FAK), AKT and ERK1/2^51^. A recent study demonstrated that reduced levels of activated MEK1/2 and ERK1/2 in PCOS theca cells are correlated with increased CYP17A1 mRNA and DHEA synthesis^26^. Based on this knowledge we hypothesized that ANGPTL1 might affect androgen biosynthesis through intracellular ERK and AKT signaling.

We used recombinant ANGPTL1 protein and assessed its effect on ERK1/2 and AKT phosphorylation in starved H295R cells. As expected, we found low phosphorylation of ERK1/2 in starved H295R cells. ANGPTL1 treatment increased ERK1/2 phosphorylation significantly within 10 min (Fig. 8A). No alterations were found in AKT phosphorylation after ANGPTL1 treatment (Fig. 8A). We then determined whether ERK1/2 phosphorylation through ANGPTL1 might change CYP17A1 expression in starved H295R cells. ANGPTL1 decreased CYP17A1 expression within 30 min (Fig. 8B). To confirm our findings, MEK/ERK1/2 signaling was inactivated, hypothesizing that the effect of ANGPTL1 on CYP17A1 expression would be abolished. For this we used the specific MEK/ERK 1/2 phosphorylation inhibitor U0126. Treatment of starved H295R cells with U0126 reduced ERK1/2 phosphorylation dramatically, and ANGPTL1 was not able to counteract this phosphorylation blockade (Fig. 8C). As expected, inhibition of MEK/ERK1/2 phosphorylation allowed for unsuppressed CYP17A1 expression (Fig. 8C). These results confirm that ANGPTL1 may decrease CYP17A1 expression through ERK1/2 phosphorylation.

In addition, our microarray data also indicated that starvation significantly decreased DUSP6 expression in H295R cells. 

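DUSP6 had a log2 value of 7.59 on each of the 3 starved arrays and of 8.61 ± 0.17 (SD, n = 3 arrays) under normal growth. The difference is 2.03-fold (log2 change -1.02, SE 0.09, adjusted p = 0.0329 from limma). With identical starved values, the estimated spread of the gene rests on the arrays of normal growth. Of 20 measured genes of ERK transcriptional output, 2 were lower and 0 higher over all probe sets, and 7 were lower and 0 higher when adjusted over the list alone (7 lower and 0 higher at an unadjusted p under 0.05). ETV5, an ETS transcription factor induced by ERK signalling, fell by 0.87 (SE 0.06, adjusted p = 0.017 from limma). Over the list alone SPRED2 and SPRED1, inhibitors of the Ras-ERK cascade, were lower at -0.47 and -0.33, EGR1 at -0.45 and ETV4 at -0.40. SPRY1, SPRY2 and SPRY4, other inhibitors of the cascade, were at 0.03, -0.09 and -0.08 and did not pass. The list was lower with the preset correlation (camera adjusted p = 4.89e-05), and its adjusted p was 0.353 with an estimated correlation. DUSP6 is a Table 1 gene chosen on these arrays, and the list was not tested without it. The list's median log2 change was -0.08. MAPK3, which encodes ERK1, had a log2 change of 0.05 (adjusted p = 0.855 from limma). The adjusted p of DUSP6 was 0.103, 0.122 and 0.281 without normal growth replicate A, B and C, 0.196, 0.11 and 0.213 without starved replicate A, B and C and 0.115 with the methods' t-test. It ranged from 0.00887 to 0.281 over all alternatives. The adjusted p of ETV5 was 0.157, 0.122 and 0.192 without normal growth replicate A, B and C. It was 0.0717 and 0.143 without starved replicate A and C and 0.0589 with the methods' t-test, and ranged from 0.00391 to 0.207.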

DUSP6 is a cytoplasmic protein that is also recognized as MAPK phosphatase 3 (MKP-3)^53^. It is known to dephosphorylate the specific cytosolic ERK1/2^54^. MAPK phosphorylation and thus activity is a reversible process which is controlled by MAPK kinases and phosphatases (MKPs) activity^55^. MAPK phosphatases (MKPs) are dual-specificity phosphatases (DUSPs) that dephosphorylate phosphothreonine and phosphotyrosine residues within MAPK^56^. We showed that ANGPTL1 stimulation increased the ERK1/2 phosphorylation in starved H295R cells. Based on this we suspected that there might be a connection between ANGPTL1, ERK1/2 phosphorylation and DUSP6. We found that ANGPTL1 treatment increased DUSP6 expression in starved H295R cells within 10 min (Fig. 8D) when ERK1/2 phosphorylation was fully stimulated (Fig. 8A). This result suggests that ANGPTL1 stimulates ERK phosphorylation and DUSP6 expression possibly for subsequent ERK dephosphorylation. On the other hand, it is known from the literature that ERK1/2 activation may induce phosphorylation of DUSP6 and its subsequent degradation by proteasomes^56^. However, we were not able to show an effect of ANGPTL1 on the steroid profile of H295R cells (data not shown). Thus, ANGPTL1 seems to modulate DUSP6 and ERK1/2 phosphorylation at a very sophisticated level to regulate CYP17A1 (Fig. 9).

## Discussion

In search of regulators of human androgen biosynthesis, we explored mechanisms underlying the induction of androgen production in serum starved H295R adrenal cells. The H295R cell model has been used in several other studies on androgen biosynthesis^11^,^57^,^58^. We have previously shown that serum starvation enhances the androgen production in H295R cells by increasing the CYP17A1-17,20-lyase activity and repressing HSD3B2 expression and activity^12^. This study provided us with a suitable model of a hyperandrogenic state which resembles adrenarche during human development.

In order to explore the mechanism behind starvation and search for new regulators of androgen biosynthesis we performed gene expression profiling under normal growth versus starvation growth conditions. Our results from gene expression profiling studies showed that fourteen genes were differentially expressed, three genes in the steroid biosynthetic process were directly affected and most of the other genes were involved in the energy metabolism and signal transduction, especially in the MAPKKK cascade. Gene enrichment analysis found an interesting network, suggesting that retinoic acid nuclear receptor RARB might have an indirect role in HSD3B2 regulation via Nur77.

It is evident from the literature that RA plays an important role in the regulation of steroidogenic gene transcription and steroid biosynthesis in many cells and tissues like the adrenal^42^, ovarian^39^, testicular^40^,^59^ and neural cells^41^. Retinoid receptors play a role in regulating StAR expression that is activated by RA^45^. Yet, the role of RARB in steroidogenesis remains unknown, which encouraged us to investigate its function in steroidogenesis. We now showed that RARB plays an important role in regulating StAR, HSD3B2 and CYP17A1 promoter activities and, in the presence of ATRA, the promoter activation was even more significant. Several published data have reported that ATRA regulates steroidogenic gene expression in different cell lines^39^,^40^,^41^. Various putative retinoic acid response elements have been identified in the StAR, HSD3B2, CYP17A1 and CYP11A1 promoters^60^.

To elucidate the role of RARB we overexpressed RARB in starved H295R cells, which showed that RARB was able to increase endogenous StAR expression. Interestingly, treatment with the RAR ligand ATRA lead to an increased StAR expression even when RARB was not overexpressed, suggesting that ATRA might regulate StAR expression by activating endogenous retinoid receptors like RARs and RXRs. This result is in line with a recently published work, which reported that ATRA regulates StAR expression by cooperation of both RARα and RXRα in MA-10 cells^45^. But for HSD3B2, we did not find any change after overexpression of RARB or ATRA treatments, suggesting that RARB might have indirect interactions with other receptors to regulate HSD3B2 expression. By contrast, steroid profiling revealed a significant effect of RARB and ATRA on androstenedione production in H295R cells suggesting enhanced HSD3B2 activity. In line with our finding, vitamin A deficient rats were found to resume androstenedione production when supplemented with retinol or RA^42^.

Gene enrichment analysis of our data suggested a role for RAR in regulating HSD3B2 through Nur77. RARB has been shown to interact with Nur77^46^, a well-known transcription factor for regulating HSD3B2^47^, therefore, we studied the co-operation between RARB and Nur77 in regulating HSD3B2. Under starvation condition, the transfection with Nur77 alone or in combination with RARB did not show any significant increase in HSD3B2 promoter activity. Under growth condition we found a significant increase in HSD3B2 promoter activity in cells transfected with Nur77 and RARB. These results suggest that Nur77 expression depends on the endogenous RARB expression. It is evident from chip data that RARB decreases under starvation which seems to affect Nur77 expression. 

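NR4A1, the gene of Nur77, had a signal of 9.20 ± 0.11 (SD, n = 3 arrays) in starved cells and 9.38 ± 0.08 (SD, n = 3) under normal growth, a log2 change of -0.18 (SE 0.08, adjusted p = 0.628 from limma). NR4A2, the gene of the related receptor Nurr1, was at 6.58 ± 0.01 (SD, n = 3) and 6.03 ± 0.10 (SD, n = 3), a log2 change of 0.55 (SE 0.06, adjusted p = 0.0538 from limma). Of 20 measured retinoid receptors and targets, 1 was lower (RARB) and 0 were higher over all probe sets, and 4 were lower and 0 higher when adjusted over the list alone (5 lower at an unadjusted p under 0.05). The other 3 were TGM2, a transglutaminase induced by retinoic acid, at -0.45, STRA6, a receptor of retinol binding protein, at -0.43, and RARG at -0.29. RXRA, a dimer partner of the retinoic acid receptors, was at 0.11 (adjusted p = 0.657 from limma), and CYP26A1, the retinoic acid hydroxylase, at -0.04 (adjusted p = 0.964 from limma). The list was lower with the preset correlation (camera adjusted p = 0.0165), and its adjusted p was 0.353 with an estimated correlation. That estimate was 0.0133, close to the preset 0.01, so the higher p is no sign of correlated genes. With the preset correlation the adjusted p was 0.0619 and 0.0942 without normal growth replicate C and starved replicate A. RARB is a Table 1 gene chosen on these arrays, and the list was not tested without it. The list's median log2 change was -0.04. NR4A2 passed at an adjusted p of 0.0199 without dim probe sets, of 0.0171 over single-gene probe sets and of 0.0462 with the trend and robust options of eBayes, and ranged from 0.0171 to 0.302 over all alternatives. The NR4A1 arrays of the conditions overlapped. From a network of reported interactions that links RAR to Nur77 and HSD3B2, the paper proposes that RARB may regulate HSD3B2 through Nur77, and it tested both factors in promoter assays (Fig. 7).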

Recent studies in human hepatocellular carcinoma cells showed that Nur77 and RARB interaction might stabilize Nur77 and sustain its expression level^46^.

Angiopoietin-like protein 1 (ANGPTL1) (also known as angiopoietin-related protein 1 (ARP1)) is the first member discovered of the ANGPTL family^52^. It is a secretory glycoprotein that is known to function as pro- as well as anti-angiogenic factor^49^,^50^. Our study demonstrated that ANGPTL1 induces ERK1/2 phosphorylation in starved H295R cells. This is in agreement with a recent publication showing that ANGPTL1 stimulates ERK phosphorylation in endothelial cells^50^. The ERK1/2 pathway is known to play major roles in cell proliferation, differentiation and survival^61^; therefore ANGPTL1 may have proliferative effects on starved H295R cells via activation of ERK1/2. Furthermore, we observed that ANGPTL1 stimulation leads to repressed CYP17A1 expression via induction of ERK phosphorylation. The effect of ERK phosphorylation on CYP17A1 expression has been reported in several studies^26^,^62^. Activation of ERK1/2 results in constitutive phosphorylation of SF-1 and subsequent decreased CYP17 expression^63^. In this study, we illustrate for the first time a role of ANGPTL1 in regulating CYP17A1 expression.

DUSP6 (also known as MKP3) is a cytoplasmic protein which is known to dephosphorylate specific ERKs^53^ that are members of the MAPK family. Our study revealed that ANGPTL1 stimulation alters DUSP6 expression in a time- and ERKs-dependent manner. On the other hand, it has been previously reported that ERK1/2 activation can induce phosphorylation of DUSP6 and its subsequent proteasomic degradation^56^. This suggests that ANGPTL1 induces DUSP6 and ERK phosphorylation which in turn control each other.

In initial experiments we also solved the questions whether the hyperandrogenic effect of starvation on steroidogenesis in H295R cells might be mediated through hormones or alterations in the cell cycle. Removal of hormones alone from the growth medium did not alter the steroid profile of H295R cells. Similarly, no involvement of the cell cycle was found using FACS analysis. 

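On the arrays, 0 of 25 measured cell cycle regulators, 0 of 31 genes of DNA replication and 0 of 31 genes of mitosis passed the limma test over all probe sets. Adjusted over the list alone, 17 mitotic genes were lower and 0 higher, with 19 lower and 0 higher at an unadjusted p under 0.05. The mean log2 change of the mitotic genes was -0.18, and all 31 were below 0, from -0.31 for HMMR to -0.03 for CDK1. KIF20A, a kinesin of cytokinesis, was at -0.29, AURKB, the Aurora B kinase, at -0.28, UBE2C, a ubiquitin enzyme of the anaphase-promoting complex, at -0.27 and CDC20, an activator of that complex, at -0.27. Mitotic genes were lower than other genes with the preset correlation (camera adjusted p = 1.36e-16), and the adjusted p was 0.353 with an estimated correlation. In DNA replication 0 genes passed over the list alone and 1 higher and 8 lower had an unadjusted p under 0.05 (camera adjusted p = 0.0735, and adjusted p = 0.724 with an estimated correlation). Among the regulators, 2 were lower and 0 higher when adjusted over the list alone, PLK2 (at -1.39) and PLK3 (at -0.19), with 2 higher and 3 lower at an unadjusted p under 0.05 (camera adjusted p = 0.384). CCND1, cyclin D1, was at 0.19 and CDKN1A, the p21 inhibitor, at 0.10, with adjusted p values of 0.746 and 0.848 from limma. The list of DNA replication passed camera with the trend and robust options of eBayes (adjusted p = 0.0434), without normal growth replicate B (0.0109) and without starved replicate C (0.0159).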

Gene expression profiling revealed only one cell cycle related gene, PLK2 (a member of the polo like kinase family), which plays a role in normal cell division. But the significance of this gene in steroidogenesis is unknown. From that we concluded that neither hormones nor alterations in the cell cycle were key regulators of androgen production.

Finally, in our study we were also able to show that the hyperandrogenic effect of a starvation growth condition is not reserved to steroidogenesis of human adrenal H295R cells only. Mouse testis MA-10 cells likewise showed a marked induction of androstenedione production under starvation growth conditions. This finding suggests that the mechanisms involved in androgen regulation are neither species- nor tissue specific.

In conclusion, we gained further insight into the regulation of androgen production by studying starved, hyperandrogenic H295R cells. Neither hormones, nor cell cycle changes seemed to mediate the hyperandrogenic state in starved H295R cells. Only fourteen genes were differentially expressed in this condition. Transcription factor RARB was a key player in the regulatory network underlying starvation induced hyperandrogenism. RARB was an essential factor for regulating HSD3B2 through Nur77. We also established a role for the secretory protein ANGPTL1 in regulating steroidogenic CYP17A1 and DUSP6 expression through ERK1/2. Taken together, this study described new regulators of androgen biosynthesis in the starvation (hyperandrogenic) cell culture model.

## Methods

### Materials

Antibodies against phospho-ERK1/2, AKT, phospho-Akt (Ser473), DUSP6 were purchased from Cell Signaling Technology (Danvers, MA, USA). ERK1 (C-16) antibody was purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Beta-actin antibody came from Sigma-Aldrich (St. Louis, MO, USA). Rabbit polyclonal antibody against human CYP17A1 was custom made by Genscript (Piscataway, NJ, USA)^12^. Chicken peptide antibody against human HSD3B2 was custom prepared by Genetel Labs (Madison, WI, USA) and anti-StAR antibody was kindly provided by Prof. Walter L. Miller (UCSF, San Francisco, CA, USA)^64^. Radioactive-labeled [7(*N*)-^3^H] pregnenolone (14 Ci/mmol) and [1,2,6,7(*N*)-^3^H] DHEA (63 Ci/mmol) were procured from PerkinElmer (Boston, MA, USA). All-trans-retinoic acid (ATRA), U0126 MEK inhibitor, charcoal, and dextran coated powder were purchased from Sigma-Aldrich. Propidium iodide was purchased from Becton Dickinson (BD) biosciences (Basel, Switzerland). ANGPTL1 recombinant protein was purchased from Abnova (Taipei City, Taiwan). Prof. Dr. Xiao-Kun Zhang, Sanford-Burnham Medical Research Institute (La Jolla, CA, USA) generously gave us the cDNA expression vector containing human RARB^65^. The -1.3kb StAR promoter reporter construct was kindly provided by Prof. Jerome F. Strauss III, VCU School of Medicine (Richmond, VA, USA)^66^. The -2327bp CYP11A1 promoter reporter construct was a gift from Prof. Walter L. Miller^9^. Other plasmids containing cDNAs and specific promoters were available in our laboratory from earlier projects^48^,^62^.

### Cell cultures and treatment

Human adrenocortical NCI-H295R cells were purchased from American Type Culture Collection (ATCC; CRL-2128). H295R cells were cultured in DMEM/Ham’s F-12 medium containing L-glutamine and 15 mM HEPES medium (GIBCO, Paisley, UK) supplemented with 5% NU-I serum (BD biosciences), 0.1% insulin, transferrin, and selenium (100 U/ml; GIBCO), penicillin (100 U/ml; GIBCO) and streptomycin (100 μg/ml; GIBCO). The serum free starvation medium consisted of DMEM/Ham’s F-12 medium, penicillin and streptomycin (100 μg/ml; GIBCO). Mouse Leydig (MA-10) cells were kindly provided by Prof. Brigitte M. Frey, Bern, Switzerland. MA-10 cells were cultured in Waymouth medium (Sigma–Aldrich) and supplemented with 15% horse serum (GIBCO), penicillin (100 U/ml; GIBCO) and streptomycin (100 μg/ml; GIBCO). For MA-10 cells, culture dishes were pre-coated with 0.1% gelatin (Sigma–Aldrich). The serum free starvation medium of MA-10 consisted of Waymouth medium and antibiotics. Charcoal treatment of NU-I serum was performed by adding charcoal-dextran coated powder (1 g) to NU-I serum (50 mL) while gently mixing on a shaker table overnight. The followingday, charcoal-stripped serum was obtained by centrifugation at 2’000 g for 15 minutes and filtration through a 0.2 μm filter.

### Cell cycle analysis

For cell cycle analysis H295R cells were cultured under normal growth and starvation conditions. After 48 h, cells were collected and 400 μl of Nicoletti-buffer (0.1% Na-citrate, 0.1% Triton X-100, and 50 μg/ml propidium iodide in PBS) was added to each sample in order to lyse the cell membranes and remove the cytoplasm. The propidium iodide stained DNA fragments were analyzed by flow cytometry (BD Biosciences). The quantification was done using FlowJo software (FlowJo, Ashland, OR, USA).

### Microarray analysis for gene expression profiling

Total RNA was isolated and purified with an RNeasy Micro kit (Qiagen GmbH, Hilden, Germany) from cultured H295R cells under normal growth and serum starvation conditions. Microarray experiments were carried out from three independent experiments with GeneChip Human Gene 1.0 ST arrays (Affymetrix Inc., Santa Clara, CA, USA) at Genomic Technologies Facility (GTF) of the University of Lausanne, Switzerland. The data were analyzed using Affymetrix Power Tools package (for 1.0-ST arrays). All statistical analyses were performed using the free high-level interpreted statistical language R and various Bioconductor packages (http://www.Bioconductor.org). The *P* values were adjusted for multiple testing with Benjamini and Hochberg’s method to control for (any or the) false discovery rate (FDR)^67^. Probe sets showing at least a 2-fold change and an FDR<0.05 were considered significant. Hierarchical clustering was carried out using Cluster 3.0 and JTreeView software^68^,^69^. Differentially expressed genes were analyzed to identify their involvement in specific biological processes, pathways or networks using the software Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.5 (http://david.abcc.ncifcrf.gov)^38^,^70^ and GeneGo MetaCore analysis software (GeneGo Inc., Minneapolis, MN, USA).

### Quantitative real time PCR (qRT-PCR)

H295R cells were cultured under normal growth and starvation conditions and total RNA was isolated using the TRIzol method according to the manufacturer’s instructions (Invitrogen Life Technologies, Carlsbad, CA, USA). RNA was reverse-transcribed to cDNA using the Improm RNA transcriptase kit (Promega) as previously described^12^,^71^. qRT-PCR analysis was performed on the 7500-Fast real-time PCR System (Applied Biosystems, Foster City, CA, USA) using ABsolute SYBR Green Mix (ABgene; Thermo Fisher scientific, Waltham, MA, USA). Briefly, qRT-PCR was performed in 96 well plates using 50 ng/well cDNA and 1 μl (20 pmol/μl) specific primers (Microsynth, Balgach, Switzerland) in a total volume of 25 μl. The cyclophilin A gene was used as endogenous control. Specific primer sequences may be found in Supplementary Table S1. Fold change in gene expression for a particular gene was calculated by the 2^−ΔΔCt^ method^72^,^73^. Amplification curves and the mean cycle threshold (Ct) values were calculated using the 7500 Fast System SDS software (Applied Biosystems), and correction for the endogenous gene, ΔCt and ΔΔCt were calculated as previously described^12^.

### Cell transfection and dual luciferase promoter assays

H295R cells were transfected with the empty vector (pGL3, Δluc) or specific promoter-reporter constructs (−3.7 kb CYP17A1, −1.05 kb HSD3B2, –1.3 kb StAR, -2327 bp CYP11A1). Transient transfection was carried out in 24-well plates for 6 h (Falcon 3047; Becton Dickinson) using Lipofectamine 2000 reagent (Invitrogen). Per 24-well, the transfection mixture contained 0.5 μg promoter plasmid DNA (StAR, HSD3B2, CYP17A1 and CYP11A1) and 125 ng coregulator plasmid cDNA (e.g. RARB and Nur77) as well as 25 ng Renilla luciferase reporter (pRL-TK) (Promega, Maidson, WI) for endogenous control. Transfection medium [DMEM containing L-glutamine and 15 mm HEPES (GIBCO) supplemented with 10% NU-I serum (BD biosciences) and 0.1% selenium/insulin/transferrin (GIBCO)] was changed after 6 h and cells were cultivated in serum free medium for 24 h. Thereafter, cells were grown in the presence or absence of 1 μM ΑΤRA in serum-free medium for another 24 h. Finally, 48 hours after transfection, cells were washed with phosphate buffered saline (PBS) and then assayed for luciferase activity using the Dual Luciferase Reporter Assay system and the protocol by Promega. For overexpression studies of RARB, H295R cells were either transfected with the empty vector (pCMV5) or the vector expressing the cDNA of RARB in six wells (1.0 × 10^6^ cells per well; Falcon 3046;BD biosciences) using Lipofectamine 2000 (Invitrogen).

### Western blot analysis

For protein analyses, treated cells were washed with ice-cold PBS and harvested in lysis buffer. Protein extraction and concentration measurement were done as previously described^48^. For Western blots, 30 μg protein of total cell lysates was mixed with SDS loading buffer (62.5 mM Tris–HCl, pH 6.8; 2% sodium dodecylsulfate, 10% glycerol, 100 mM dithiotreitol, 0.01% bromophenol blue), heated for 5 min at 95 °C, separated on a 10% SDS-PAGE gel and blotted on an Immobilon-FL PVDF transfer membrane (Millipore, Billerica, MA, USA) using the semi-dry transfer method. Blots were blocked for 1 h with 5% non-fat dry milk or with Odyssey blocking buffer (LI-COR Bioscience Inc., Lincoln, NE, USA). Then the blots were incubated overnight at 4 °C with primary antibodies under specific conditions as follows: HSD3B2, 1:10′000 in 5%Milk/TTBS, CYP17A1 and StAR, 1:5’000 in 0.1% Tween20/Odyssey blocking buffer, phospho-ERK1/2, phospho-AKT, AKT, ERK 1:1’000 in 3% BSA/TTBS. For β-actin, blots were blocked in 5% non-fat dry milk for 1 h at room temperature and incubated in 1% BSA/TTBS for 1 h with a mouse anti-β-actin antibody. The following secondary antibodies were used 1:15’000 at room temperature for 1 h in 3% milk or in Odyssey blocking buffer: IRDye 800CW donkey anti-rabbit, IRDye 800CW donkey anti-chicken and IRDye 680RD goat anti-mouse (LI-COR Bioscience Inc.). After the final washes, the membranes were scanned and the signals of reactive bands were quantified using the Odyssey Sa Infrared Imaging system (LI-COR Bioscience Inc.).

### Steroid profiling

Steroid profiling was done from cell cultures on 6 well plates by adding 100,000 cpm [^3^H] pregnenolone to the culture medium for 90 min. Steroids were extracted from cell supernatants and separated by thin layer chromatography (TLC) as previously described^12^,^48^,^71^. Steroid conversion was assessed as a percentage of incorporated radioactivity into a specific steroid product in relation to total radioactivity measured for the whole sample (internal control). To confirm the identified steroids from TLC profiles, we were running control experiments for both H295R and MA-10 cells assessing the steroids by gas chromatography mass spectrometry (data not shown).

### Statistical analysis

Statistical analysis was performed with Microsoft Excel and software Prism 6 (Graph Pad Software, Inc. San Diego, CA, USA). Statistical differences between values were calculated using the Student’s t test or the two-way ANOVA analysis as appropriate. Quantitative data represent the mean of at least three independent experiments, error bars indicate the mean ± SD. Significance was set at *p < 0.05 and **p < 0.01.

## Additional Information

**How to cite this article**: Udhane, S. S. *et al*. Retinoic acid receptor beta and angiopoietin-like protein 1 are involved in the regulation of human androgen biosynthesis. *Sci. Rep.* **5**, 10132; doi: 10.1038/srep10132 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
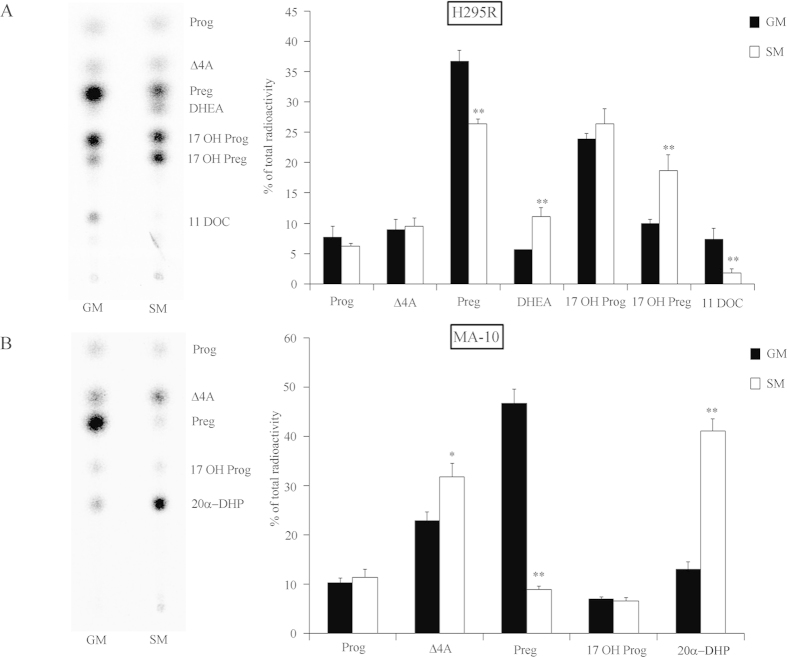
Serum starvation enhances androgen production in human adrenal H295R and mouse Leydig MA-10 cells. Steroid profiles of H295R and MA-10 cells grown under starvation growth condition (SM) for 48 h were assessed and compared to normal growth conditions (GM). Steroid production was labeled with [^3^H] pregnenolone for 90 min. Steroids were extracted and resolved by TLC. A representative TLC is shown on the left and quantitative analysis of four independent experiments on the right. (**A**) Steroid profiling of H295R cells in GM vs SM conditions. (**B**) Steroid profiling of MA-10 cells in GM vs SM conditions. Data are the mean ± SD of three to four independent experiments. * p < 0.05, ** p < 0.01. Prog, progesterone; Δ4A, androstenedione; Preg, pregnenolone; 17OH Preg, 17α-hydroxypregnenolone; 17OH Prog, 17OHP; 11DOC, 11-deoxycortisol, 20α-DHP, 20α-dihydro-progesterone.

**Figure 2:**
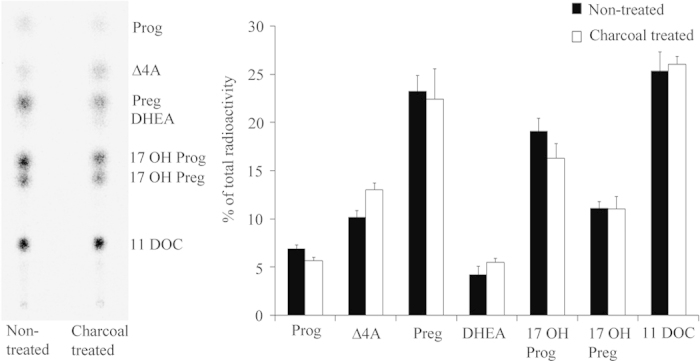
Effect of hormones on the steroid profile of H295R cells. H295R cells are usually grown in DMEM/Ham’s F-12 medium enriched with NU-I serum (according to ATCC guidelines). To remove hormones we stripped NU-I serum by charcoal treatment (see Methods). H295R cells were then grown in normal growth medium with charcoal-stripped NU-I serum medium and the steroid profile was assessed after 48 hours. Steroid production was labeled with [^3^H] pregnenolone for 90 min and extracted steroids were resolved by TLC. A representative TLC is shown on the left and the quantitative analysis of steroids showing no change is shown on the right. Data are the mean ± SEM of two independent experiments. Prog, progesterone; Δ4A, androstenedione; Preg, pregnenolone; 17OH Preg, 17α-hydroxypregnenolone; 17OH Prog, 17OHP; 11DOC, 11-deoxycortisol.

**Figure 3:**
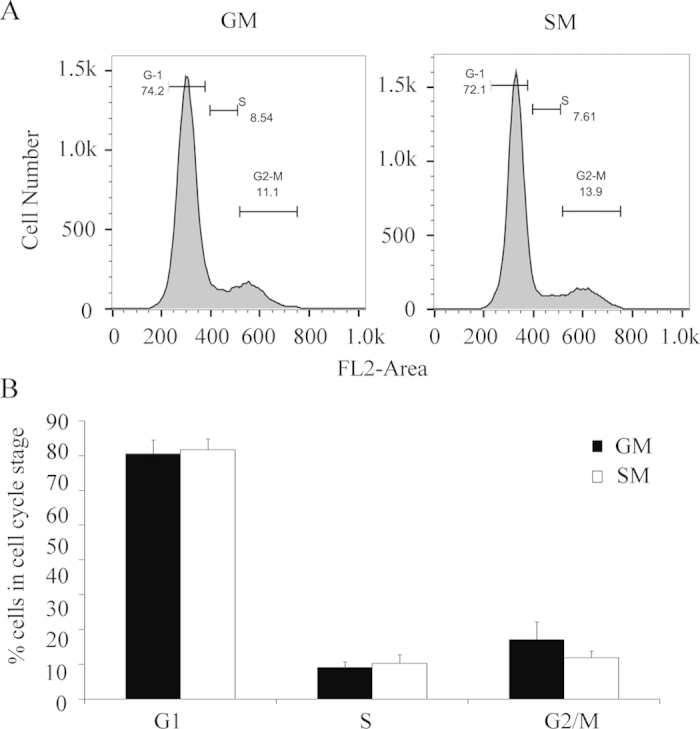
Effect of serum starvation on the cell cycle in H295R cells. H295R cells were grown in normal growth medium or serum free (starvation) medium for 48 hours. Cells were harvested and the DNA content was analyzed by propidium iodide staining to assess cell cycle characteristics by FACS. (**A**) Cell cycle profile of H295R cells in normal growth (GM) and serum starvation (SM) medium. FL2-Area represents DNA content (**B**) Quantitative analysis of three independent experiments by specific cycle stages in percentage. Error bars show the mean ± SD.

**Figure 4:**
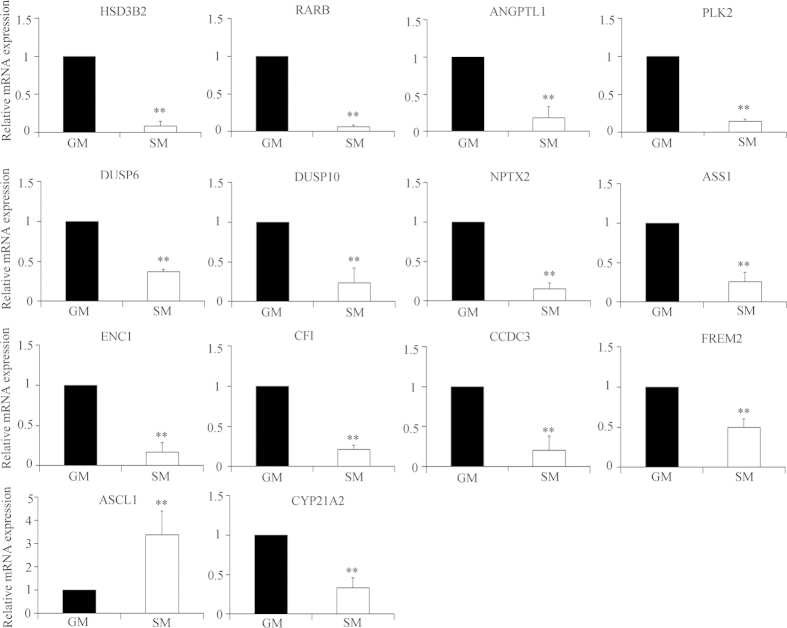
Gene expression profiling for starved H295R cells by qRT-PCR. Validation of gene expression data obtained from microarrays was performed by qRT-PCR. Total RNA was isolated from H295R cells grown in normal (GM) or starvation medium (SM). Expression of the genes identified by the microarrays with a significance level of fold change >2 was analyzed by SYBR Green based qRT-PCR. The cyclophilin A gene was used as internal control for data normalization. Analysis of relative gene expression values was performed by the 2^−ΔΔCt^ method. Summaries of qRT-PCR results of three independent experiments (mean ± SD) are shown. * p < 0.05, ** p < 0.01.

**Figure 5:**
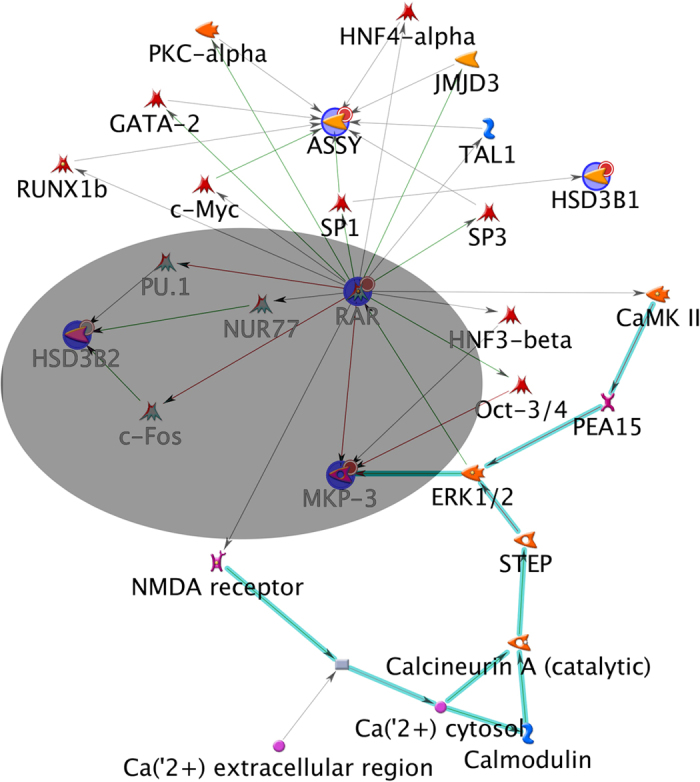
Network analysis of differentially expressed genes in starvation conditions. GeneGo Metacore software was used to analyze the microarray data for common gene networks between significantly changed genes. Five genes were found in a possible common network, namely HSD3B2, RAR, ASSY, MKP3 (DUSP6) and HSD3B1. The center of this network consists of the RAR gene which links to HSD3B2 through Nur77, and MKP3 seems in a relationship with RAR and ERK1/2. The core of the identified network is highlighted in grey. Only down-regulated genes were found in this network and they are highlighted in blue and marked with small red circles. Green lines show activating relationships; red lines show inhibition; gray lines show relationships of unknown quality; turquoise bold lines connect members of the RAS superfamily.

**Figure 6:**
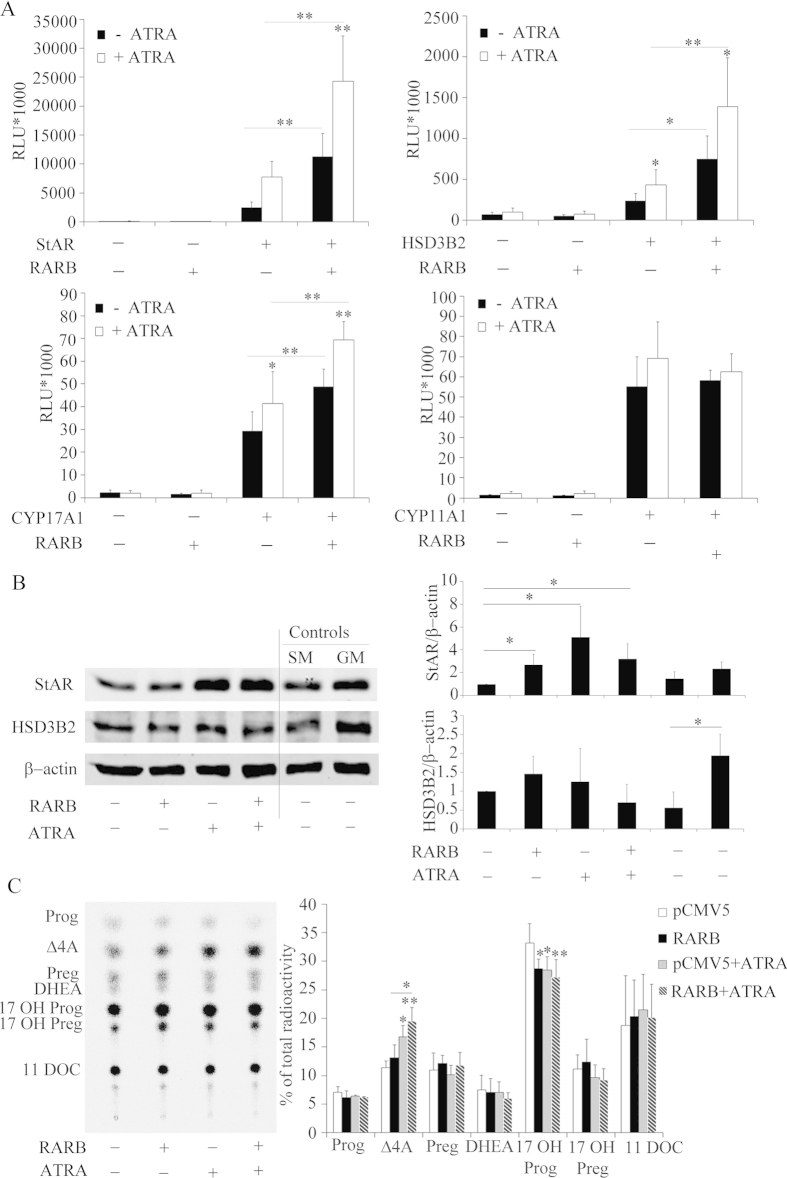
Role of the nuclear transcription factor RARB in altering the expression of genes involved in steroidogenesis. (**A**) H295R cells were transfected with the human −1.05 kb HSD3B2, −1.3 kb StAR and −3.7 kb CYP17A1, -2327 bp CYP11A1 promoter constructs along with an expression vector for the RARB transcription factor. Transfection medium was changed after 6 h and cells were cultivated in serum free medium for 24 h. Thereafter, cells were grown in the presence or absence of ATRA in serum-free medium for another 24 h. Promoter activation was assessed by the dual luciferase assay (Promega) using pRL-TK as internal control. Data are expressed in Relative Light Units (RLU). Error bars show the mean ± SD of three independent experiments. * p < 0.05, ** p < 0.01. (**B**) Effect of RARB overexpression in absence or presence of ATRA was studied with respect to endogenous StAR and HSD3B2 expression. H295R cells were transiently transfected with RARB or the empty vector for control. Transfected cells were optionally treated with ATRA for 24 h in starvation medium. Finally, the effect of RARB on StAR and HSD3B2 was assessed by performing specific Western blot analyses. A representative blot is shown on the left and quantitative analysis on the right. Data are the mean ± SD of three independent experiments. (**C**) Effect of RARB overexpression and ATRA treatment on H295R steroid production. H295R cells were transiently transfected with RARB or the empty vector for control. Transfected cells were optionally treated with 1 μM ATRA for 24 h in starvation medium. Steroid production was labeled with [^3^H] pregnenolone for 90 min and extracted steroids were resolved by TLC. A representative TLC is shown on the left and the quantitative analysis of steroids shown on the right. Data are the mean ± SEM of three independent experiments. * p < 0.05, ** p < 0.01. Prog, progesterone; Δ4A, androstenedione; Preg, pregnenolone; 17OH Preg, 17α-hydroxypregnenolone; 17OH Prog, 17OHP; 11DOC, 11-deoxycortisol.

**Figure 7:**
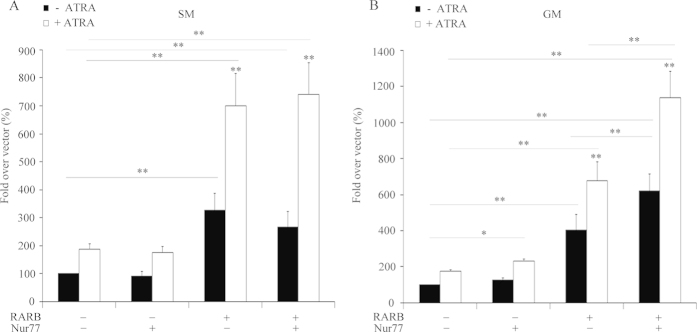
RARB and Nur77 co-operation regulate HSD3B2 in H295R cells. H295R cells were transfected with the human −1.05 kb HSD3B2 promoter constructs along with an expression vector RARB, Nur77 and in combination of RARB/Nur77. Transfection medium was changed after 6 h and cells were cultivated in either serum free or in normal growth medium for 24 h. Thereafter, cells were grown in the presence or absence of ATRA for another 24 h. (**A**) RARB and Nur77 co-operation study under serum starvation condition. (**B**) RARB and Nur77 co-operation study under normal growth condition. Promoter activation was assessed by the dual luciferase assay (Promega) using pRL-TK as internal control. Data are expressed in Relative Light Units (RLU). Error bars show the mean ± SD of four independent experiments. * p < 0.05, ** p < 0.01.

**Figure 8:**
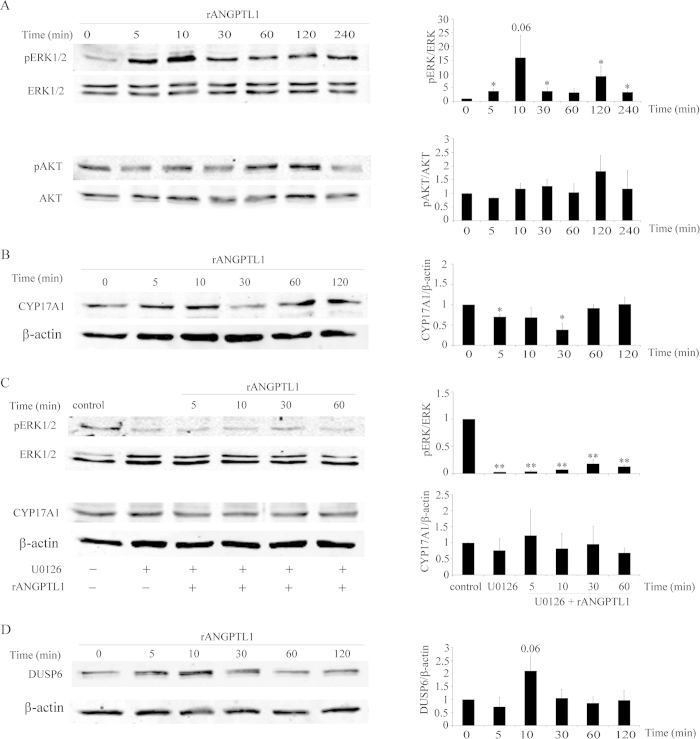
ANGPTL1 suppresses CYP17A1 expression through inducing ERK1/2 phosphorylation in starved H295R cells. (**A**) Effect of rANGPTL1 protein on ERK and AKT kinase phosphorylation: Western blot analysis was performed on starved H295R cells treated with 50 ng/ml rANGPTL1 for 0-4 h to study the changes in phosphorylation of ERK1/2 and AKT kinases. Western blot was performed on total protein preparations from treated starved H295R cells. Levels of total ERK and AKT were also analyzed. (**B**) Effect of rANGPTL1 treatment on steroidogenic CYP17A1 expression. Western blot analysis showed CYP17A1 expression was suppressed under treatment with rANGPTL1 in 30 min. We used β-actin as loading control. (**C**) The effect of inhibiting MEK/ERK1/2 phosphorylation on CYP17A1 expression in ANGPTL1 treated starved H295R cells. Cells were starved for 48 hrs and treated or not with rANGPTL1. When indicated, cells were pretreated with 10 μM U0126 for 30 min before rANGPTL1 treatment. Cells were lysed and levels of CYP17A1 and pERK1/2 were analyzed by Western blotting. Levels of total ERK were taken as a loading control. (**D**) Effect of rANGPTL1 on DUSP6 expression. Levels of DUSP6 were assessed by Western blotting. Representative blots are shown on the left and the quantitative analysis of blots is shown on the right. Data are the mean ± SEM of two or three independent experiments. * p < 0.05, ** p < 0.01.

**Figure 9:**
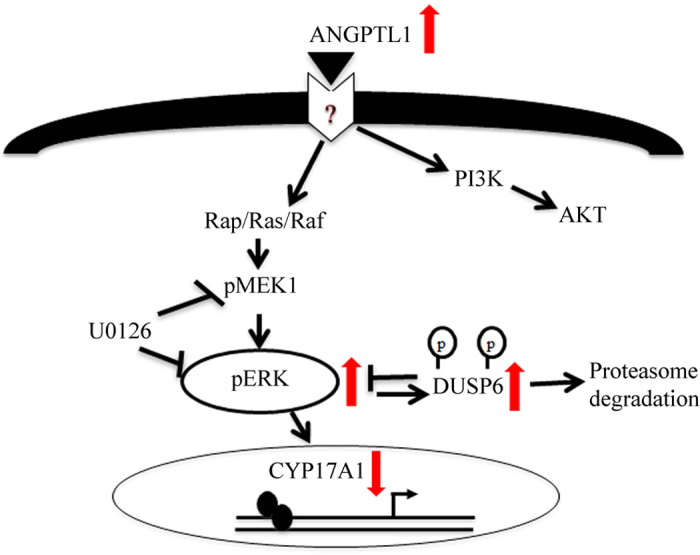
Scheme of suggested regulation of androgen production by ANGPTL1 in H295R cells based on presented findings (arrows) and information from literature 49,50,51,52,56. ANGPTL1 enhances ERK1/2 phosphorylation and thereby modulates CYP17A1 expression. ANGPTL1 also stimulates DUSP6 expression. DUSP6 and ERK1/2 regulate each other; while DUSP6 may dephosphorylate ERK1/2, phospho-ERKs phosphorylate DUSP6 prompting its degradation.

**Table 1:** List of differentially expressed genes in H295R cells under normal growth vs starvation conditions.

**Order**	**Accession Number**	**Gene Symbol**	**Gene Title**	**Fold Change**
**1**	NM_000198	HSD3B2	3 beta-hydroxysteroid dehydrogenase type 2	3.97
**2**	NM_000965	RARB	Retinoic acid receptor, beta	2.53
**3**	NM_004673	ANGPTL1	Angiopoietin-like 1	3.30
**4**	NM_006622	PLK2	Polo-like kinase 2	2.62
**5**	NM_001946	DUSP6	Dual specificity phosphatase 6	2.02
**6**	NM_007207	DUSP10	Dual specificity phosphatase 10	2.29
**7**	NM_002523	NPTX2	Neuronal pentraxin II	2.00
**8**	NM_000050	ASS1	Argininosuccinate synthase 1	2.06
**9**	NM_003633	ENC1	Ectodermal-neural cortex 1	2.21
**10**	NM_000204	CFI	Complement factor I	2.09
**11**	NM_031455	CCDC3	Colied-coil domain containing 3	2.58
**12**	NM_207361	FREM2	FRAS1 related extracellular matrix protein 2	2.04
**13**	NM_004316	ASCL1	Achaete-scute complex homolog 1	−2.09*
**14**	NM_000862	HSD3B1	3 beta-hydroxysteroid dehydrogenase type 1	2.48

We performed microarray studies using the GeneChip Human Gene 1.0 ST array. For analysis, the *P* values were adjusted for multiple testing with Benjamini and Hochberg’s method to control for false discovery rate (FDR). Probe sets showing at least a 2-fold change and an FDR < 0.05 were considered significant. We identified 14 genes with a significantly altered expression profile when comparing starved with control H295R cells.

^*^Sign indicates up-regulation.

**Table 2:** Suggested biological function of the differentially expressed genes under starvation.

**Biological Function**	**Overexpressed**	**Underexpressed**
Steroid biosynthetic process		HSD3B2, HSD3B1, CYP21A2
MAPKKK cascade		DUSP6, DUSP10
Signal transduction		PLK2, DUSP6, DUSP10, FREM2, ANGPTL1
Metabolic process	ASCL1	ASS1, CFI, DUSP10, DUSP6, ENC1, PLK2, RARB, HSD3B2, HSD3B1

Differentially expressed genes in normal growth vs starvation conditions were loaded into DAVID v6.5 software to perform biological functional analysis. Analysis was performed on the 14 gene transcripts identified by microarray analysis setting the fold change cut-off at 2.0 with an adjusted p-value < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

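Gene expression was measured in NCI-H295R cells on GeneChip Human Gene 1.0 ST arrays. Cells grew for 24 h and were then kept for 48 h under normal growth conditions, under serum starvation or under serum starvation with 10 mM metformin, with 3 arrays in each group and 9 arrays in all. The paper reports normal growth and starvation, which it describes as 3 independent experiments. The metformin group is known from the sample labels alone. Its comparisons stand only in the additional observations, and its arrays also enter the fit of all 9 arrays, an alternative. Nothing says that its arrays came from separate experiments, so its p values measure the spread between these arrays, which may be technical. Replicates carry the letters A, B and C in each group, and neither the paper nor the labels say that a letter marks a shared experiment.

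The authors' deposited values are log2 expression values, with a column for each of the 9 arrays. The submitters' processing notes name Affymetrix Expression Console, RMA and limma, and the paper's methods name Affymetrix Power Tools. Versions are not given in the sources used here. RMA corrects the background, quantile normalizes the probes over the arrays and summarises each probe set by median polish. The values lie between 1.57 and 13.7 over all arrays, and no further normalization was applied. Depth has no direct counterpart on arrays, and the 3 arrays per group limit the precision.

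Some probe sets had exactly the same value on several arrays. Median polish can give such values, and their source was not tested. All 3 arrays of a group were identical in 2.02% of probe sets under normal growth, 1.43% under starvation and 0.868% with metformin. Pairs of arrays shared from 863 to 2126 identical probe set values, between groups as well as within them, and no array was a copy of another. Of the 42 genes called in starvation, 2 (CACNA1C and DUSP6) had identical values on all arrays of a group, and 4 on at least 2 arrays of a group. An SD of 0 for such a gene is no measure of biological spread.

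The array's annotation assigns 1 gene symbol to 19460 probe sets, several to 1754 and none to 12083 of the 33297. Of the probe sets with 1 symbol, 19429 were found by Entrez identifier in the RefSeq gene table, which gave the same symbol for each. All probe sets were tested, and only those with 1 symbol are named, which gives 18417 genes. For 769 genes with several probe sets, the one with the highest mean over the arrays of the fit was used. CYP21A2 was measured only by probe sets shared with CYP21A1P. MAPK14, RARA and ANGPTL1 are not analysed here, nor is Supplementary Table S2. No genome coordinates were used here.

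Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the 6 arrays of the groups compared in each fit and no block. The p values were adjusted by the Benjamini-Hochberg method over all probe sets, and genes were counted at an adjusted p under 0.05 with any fold, 1.5-fold and 2-fold. The 28 gene lists, among them the Table 1 genes, lists of adrenal, metabolic, signalling and cell cycle genes and markers of other cell types, were tested with camera at its preset correlation of 0.01, with adjustment over the lists. In starvation, 8 lists passed with the preset correlation and 1 (the Table 1 genes) with an estimated correlation. Failure with an estimated correlation is not by itself evidence of correlated genes. The list of AMPK subunits and mTORC1 regulators had an estimated correlation of 0.00761, below the preset. Its unadjusted camera p still rose from 0.3 to 0.351. In other lists the estimate was higher, such as 0.52 for mitosis. The Table 1 list was chosen by the study on these arrays, and so were the Table 1 genes within other lists.

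The lists, the comparisons, the rule for named genes and most alternatives were fixed before the data were examined. The rule names every gene of Table 1 with CYP21A2, CYP17A1, STAR, CYP11A1, NR4A1, NR4A2, RXRA, MAPK3 and PPIA among other genes of the paper. It adds, for each comparison, the 10 largest rises and the 10 largest falls among genes at an adjusted p under 0.05 whose groups do not overlap, and up to 4 changed members of each list described. The paper's Table 1 values had been seen beforehand. Other list members and called genes named here were chosen after their values were seen.

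The alternatives were a fit of all 9 arrays, arrays shifted to a common median, quantile normalization again, removal of probe sets with a mean under the 40th percentile, single-gene probe sets only, the mean of a gene's probe sets, trend and robust options in eBayes, the methods' t-test, the replicate letter as a block, leaving out each array in turn and an estimated correlation in camera. Array weights and the removal of probe sets with identical values were chosen after seeing the data. The paper's text does not name the test used on the arrays, and the submitters' processing notes name limma. The methods' t-test is the Student's t test, which the paper's general statistics section names beside ANOVA for the paper as a whole.

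The scripts were tested on simulated data with the real probe sets' means and spreads, 33297 probe sets, of which 100 were changed by 1 and 100 by 2 on the log2 scale, and the probe sets of a list of 30 other genes by 0.5. For starvation, 89% and 100% of the former were recovered, 19 probe sets of the list were called, and 10 of all 218 calls were false. For metformin against starvation, 85% and 95% were recovered, with 11 probe sets of the list and 10 false calls among 201. For metformin against normal growth these were 85% and 98%, with 15 probe sets of the list and 9 false calls among 207.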

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

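Of the tests reported here, those on the HSD3B1 signal, on other groupings of the arrays, on probe sets with identical values and on pairs of identical values were chosen after the results they bear on were seen, and the reading of the gene counts without single arrays was completed after those counts were seen.

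H295R cells starved with 10 mM metformin for 48 h, a condition that the paper does not report, differed from starved cells without metformin in 1111 named genes at an adjusted p under 0.05 from limma, 579 higher and 532 lower, and in 75 of at least 2-fold. Without starved replicate A, B or C or metformin replicate A no gene passed, with 3308, 3830, 3254 and 3662 genes at an unadjusted p under 0.05, and without metformin replicate B or C 573 and 718 passed. The 10 possible groupings of the 6 arrays are too few for a share under 0.05: the real grouping, 1 of the 10, gave 1111 genes and the highest of the others 0.

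Genes of DNA replication were lower with metformin than in starved cells without it: 18 of 31 were lower and 0 higher in limma (28 lower and 0 higher when adjusted over the list alone), with a mean log2 change of -0.505, among them UHRF1 at -1.27, CCNE2 at -1.15, RRM2 at -1.10 and MCM2 at -0.91, while a second, dimmer UHRF1 probe set was at -0.14. The camera adjusted p was 2.89e-17, and 0.963 with an estimated correlation. A shift between arrays left by the normalization is argued against by 19 lower members after quantile normalization again, and a single array apart from its group by a weakest mean of -0.453 when each array was left out in turn, although the number of members past limma was 0 without starved replicate A, B or C or metformin replicate A, and 13 and 15 without metformin replicate B and C (28 lower at an unadjusted p under 0.05 with all arrays). An effect of metformin, and differences in cell density or in the handling of the cultures, were not tested and stay open.

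HSD3B2, already lower after starvation, was lower still with metformin, at 5.77 ± 0.32 (SD, n = 3 arrays) against 7.10 ± 0.14 (SD, n = 3), a log2 change of -1.33 (SE 0.17, adjusted p = 0.0212 from limma). A single array apart from its group is argued against by the weakest change without 1 array, -1.155. Signal shared with its paralog stays open: HSD3B1 had a log2 change of -0.0937 (SE 0.07), but its signal lies below the median of each array. The adjusted p was 0.103, 0.0785 and 0.118 without starved replicate A, B and C, 0.0615 without metformin replicate A and 0.0699 with the methods' t-test, and it ran from 0.00232 to 0.118 over all alternatives that were run. An effect of metformin and other differences between the cultures stay open.

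Starvation changed 35 named genes outside Table 1 at an adjusted p under 0.05 from limma, of 42 in all. Identical values on 2 or more arrays of a group are argued against as the source of most calls by the 38 of 42 genes with 3 different values in each group. Removing the probe sets with identical values on all arrays of a group left 34 of the 42 called, which decides nothing, since 2 of the 42 hold such values. Whether the calls rest on 1 array cannot be told apart from the loss of an array itself: the fewest genes called without 1 array was 0, without each of the arrays of normal growth, with 1397 to 1568 genes at an unadjusted p under 0.05, and the counts without starved replicate A, B and C were 3, 16 and 1. The 10 groupings of the arrays are too few for a share under 0.05: the real one, 1 of the 10, gave 42 genes and the highest of the others 0.

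Genes of the integrated stress response had a mean log2 change of 0.573 with metformin against starvation, with 6 of 30 higher and 0 lower in limma (16 higher when adjusted over the list alone). The camera adjusted p was 5.96e-10, and 0.987 with an estimated correlation, with 20 members higher at an unadjusted p under 0.05. Without starved replicate A, B or C or metformin replicate A, 0 members passed in limma, and 18 and 1 were higher without metformin replicate B and C.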

How the results depend on the processing

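Array weights and the removal of probe sets with identical values were chosen after the data were seen. For starvation, the 42 called genes (12 higher, 30 lower) became 23 with arrays at a common median (3 higher, 20 lower), 30 with the methods' t-test (13 higher, 17 lower, 11 of the 42 among them), 126 without dim probe sets, 154 over single-gene probe sets, 112 with trend and robust eBayes and 144 with array weights. The 7 genes of at least 2-fold, all of Table 1, became 3 with the methods' t-test. For metformin against starvation, 1111 became 2505 in the fit of all 9 arrays, 490 with arrays at a common median, 1971 without dim probe sets, 1942 over single-gene probe sets, 1793 with trend and robust eBayes, 508 with the methods' t-test and 2220 with array weights, and the 75 of at least 2-fold became 31 with the methods' t-test. For metformin against normal growth, 2306 became 1131 with the methods' t-test and 3529 with array weights. Removing dim or unnamed probe sets also means fewer tests, and otherwise the cause was not tested.

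Leaving out each array in turn gave 0 to 16 genes for starvation and 0 to 4 of at least 2-fold, 0 to 718 and 0 to 86 for metformin against starvation, and 360 to 2542 and 86 to 163 for metformin against normal growth (against 130 with all arrays). The lists past camera were 7 to 12, 4 to 6 and 8 to 10 in these fits. Fewer arrays also leave less to estimate the spread from. With an estimated correlation, the lists past camera were 1 of 8 for starvation, 0 of 5 for metformin against starvation and 1 of 8 for metformin against normal growth. The list that passed was the Table 1 genes, which the study chose on arrays of these comparisons. WEE1 had a log2 change of 0.12 with metformin against starvation as the mean of its 3 probe sets, and of -0.39 on the brightest.

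With the replicate letter as a block, 0 genes passed in each comparison at any fold or at 2-fold, with 1673, 3521 and 4641 genes at an unadjusted p under 0.05. Whether the letters pair the arrays was not established. Same-letter correlations of deviations from the group means were 0.0903, 0.134 and 0.024 between normal growth and starvation. They were 0.294, -0.137 and -0.249 between starvation and metformin, and -0.0884, 0.00978 and -0.164 between normal growth and metformin. Between normal growth and starvation, A and B correlated best with their own letter and C did not. With metformin against starvation only A did so, and with metformin against normal growth only B.

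The covariance of the starvation and metformin changes less its simulated value, 0.000329, was 0.00116 with arrays at a common median, -0.000142 after quantile normalization again, 0.00266 without dim probe sets, 0.00386 over single-gene probe sets and -0.00299 to 0.00298 without single arrays. For the genes named in starvation, 423 values under an alternative kept their side of the threshold, 181 no longer passed and 19 newly passed. Genes that did not pass could change direction: CYP11A1 had a log2 change of -0.016 in the main fit and 0.0045 without starved replicate B. Signals under the median of each array can hold more background and understate changes. Among such means were those of HSD3B1 in each condition, of RARB with and without metformin in starved cells, of CCDC3, ENC1, ALDH1L2 and MC2R in starved cells, of NR4A2 under normal growth and of HSD3B2 and DUSP6 with metformin.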

Differences from the paper's values

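Of the settings named here, array weights were chosen after the values were seen. The paper's fold for HSD3B1 in Table 1 is 2.48, and the value here is 1.26 (normal growth over starved). Every alternative set before the data were examined that gives a value for HSD3B1 also differs from the paper's fold, and the removal of dim probe sets leaves the gene out. The other 11 measured folds of Table 1 differ from the paper's by less than 1%, for example 3.98 for HSD3B2 against the paper's 3.97.

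The paper counts 14 genes at an adjusted p under 0.05 and at least 2-fold. At these thresholds 8 probe sets passed here, of which 7 have a gene symbol and 1 is unnamed in the annotation used. Among the alternatives set before the data were examined, 11 probe sets passed with all 9 arrays in the fit, 12 without dim probe sets and 11 with trend and robust eBayes, which are within 1.5 times of the paper's count, and the counts in the others are not. Counted as named genes, no alternative comes within 1.5 times of the paper's 14. Array weights, chosen after seeing the values, gave 11 probe sets and 8 named genes, so 4 of the 12 measured Table 1 genes were not called. At an unadjusted p under 0.05 and at least 2-fold, limma and the methods' t-test each gave 11 named genes, and these are the 11 measured Table 1 genes other than HSD3B1. Over all probe sets, the unit of the paper's criterion, limma gave 31 at these limits, 5 of them higher in starved cells.

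The paper calls all Table 1 genes significantly changed, and 5 of the 12 measured did not pass the adjusted test here: PLK2, DUSP10, CFI, FREM2 and HSD3B1. All 5 were lower in starved cells. The paper reports that qRT-PCR bore out the genes it found changed on the arrays (Fig. 4). Those measurements are not re-analysed here. PLK2 and CFI passed without dim probe sets, over single-gene probe sets and with trend and robust eBayes. With array weights, which were chosen after seeing the values and do not call 4 of the 12 measured Table 1 genes, PLK2 passed both thresholds and CFI the adjusted p with a log2 change of -0.96. CFI also passed in the fit of all 9 arrays, at an adjusted p of 0.0162 (range 0.0162 to 0.366 over all alternatives), and PLK2 without starved replicate B. DUSP10, FREM2 and HSD3B1 passed at an unadjusted p, which was 0.00159 from limma for HSD3B1 with a change under 2-fold. These genes also passed when adjusted over the list alone, which the study chose on these arrays.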

Other observations

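Of the tests given here, those on other groupings of the arrays were chosen after the results were seen. With 10 mM metformin, starved H295R cells had higher signals of SERPINE2, a serine protease inhibitor (log2 change 2.11 against starved cells, SE 0.20, adjusted p = 0.0145 from limma), of GPC4, a glypican (1.76, SE 0.09), of NUPR1, a stress-induced nuclear protein (1.71, SE 0.19), and of DPP4, a membrane dipeptidase (1.60, SE 0.09). PLD5 was lower at -1.88 (SE 0.15) with VCAN, the proteoglycan versican, at -1.70 (SE 0.17) and GNRHR, the receptor of gonadotropin-releasing hormone, at -1.69 (SE 0.22). Of 22 genes of steroidogenic enzymes and cofactors, 3 were lower and 0 higher (4 lower and 2 higher when adjusted over the list alone): HSD3B2, STS, the steroid sulfatase, at -1.17 (SE 0.12) and SULT2A1 at -0.82 (SE 0.07). Of 22 adrenal receptors and transcription factors, 3 were higher and 2 lower (4 and 5 over the list alone), with MC2R, the ACTH receptor, at 1.02 (SE 0.18), CACNA1H, a T-type calcium channel, at 0.89 and AGTR1, the angiotensin II receptor, at -0.69. The camera adjusted p was 0.742 and 0.89 for these lists, and the receptor list had a mean of 0.01 with a camera direction below 0. Without starved replicate A, B or C or metformin replicate A, no gene passed limma in this comparison, with 3254 to 3830 genes at an unadjusted p under 0.05.

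Several stress and turnover genes were higher with metformin than in starved cells. ALDH1L2 was at 1.80 (SE 0.32), PCK2, the mitochondrial PEP carboxykinase, at 1.08 (SE 0.15) and ASNS, the asparagine synthetase, at 0.98 (SE 0.17). Of 21 genes of autophagy and lysosome, 7 were higher and 1 lower (9 and 1 over the list alone), among them WIPI1 at 0.70, NPC1 at 0.55 and LAMP2 at 0.44 (camera adjusted p = 0.00344, and adjusted p = 0.987 with an estimated correlation). Of 24 FOXO and insulin-withdrawal targets, 3 were higher and 0 lower (6 and 0 over the list alone), with KLF15 at 0.61 and FOXO4 at 0.57 (camera adjusted p = 0.0223, and adjusted p = 0.963 with an estimated correlation; 0.0503 without starved replicate B, 0.0712 without metformin replicate A and 0.069 without dim probe sets). Of 31 mitotic genes 3 were lower and 0 higher (7 and 0 over the list alone; camera adjusted p = 0.00111, and adjusted p = 0.987 with an estimated correlation). Of 20 glycolysis genes 4 were higher and 0 lower, with ENO2 at 0.86 and ALDOC at 0.67, and 5 higher and 5 lower when adjusted over the list alone (camera adjusted p = 0.962, with a direction below 0 and a mean of 0.05).

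Of the Table 1 genes, which the study chose on the starved arrays used here, 4 of 12 changed between metformin and starvation: HSD3B2 and DUSP6 were lower, DUSP6 by -1.59 (SE 0.135, adjusted p = 0.013 from limma), and RARB and CCDC3 were higher, RARB by 0.59 (SE 0.08, adjusted p = 0.0258 from limma) and CCDC3 by 0.37 (SE 0.07, adjusted p = 0.0427 from limma). NR4A1 was higher at 0.54 (SE 0.10, adjusted p = 0.0445 from limma). The starved DUSP6 arrays had identical values, so its estimated spread rests on the metformin arrays. On the probe sets shared by CYP21A2 and CYP21A1P the log2 change was -1.23 on the first and -1.24 on the other 2 (adjusted p = 0.0159 and 0.0155 from limma).

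Against normal growth, metformin with starvation changed 2306 named genes, 1134 higher and 1172 lower, and 130 of at least 2-fold. HSD3B2 was 10.0-fold lower (log2 change -3.32, SE 0.16, adjusted p = 0.00221 from limma), and DUSP6 was at -2.61. All 12 measured Table 1 genes were lower, and 11 of them passed the limma test. The study chose the Table 1 genes on the same arrays of normal growth, so their count and p here are not independent evidence. In the lists, 22 of 31 genes of DNA replication and 15 of 31 of mitosis were lower and 0 higher in limma (28 and 28 lower when adjusted over the list alone), and 11 of 30 of the integrated stress response were higher and 1 lower (18 and 1 over the list alone). Camera with the preset correlation passed 8 of the 28 lists. With an estimated correlation 1 list passed, the Table 1 genes (adjusted p = 0.041), and those of DNA replication, mitosis and the integrated stress response had adjusted p = 0.481, 0.481 and 0.545 with an estimated correlation. Without normal growth replicate A, B or C, 360, 371 and 409 genes passed, and without metformin replicate A 1214. In DNA replication, 9, 10 and 9 genes were lower in limma without normal growth replicate A, B and C, and 15, 20 and 22 without metformin replicate A, B and C. For mitosis the counts were 1, 2 and 2, and 13, 9 and 13. In the integrated stress response 0 were higher or lower in limma without normal growth replicate A, B or C (20 higher and 1 lower at an unadjusted p under 0.05 with all arrays). There 5, 20 and 6 were higher and 1 lower without metformin replicate A, B and C.

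In starvation without metformin, the remaining lists did not pass camera: adrenal receptors and transcription factors (adjusted p = 0.0898), immediate early genes (0.551), angiopoietins and receptors (0.746), SRF and YAP targets (0.15), FOXO and insulin-withdrawal targets (0.342), autophagy and lysosome (0.551), neuroendocrine genes (0.598), the Notch pathway (0.442) and adrenal growth factors (0.06). Leaving out 1 array brought some past 0.05: the receptors without normal growth replicate B (0.0487; also 0.048 with trend and robust eBayes), SRF and YAP targets without starved replicate C (0.0254), and the growth factors without normal growth replicate B (0.0487) and without starved replicate A and C (0.0443 and 0.0385). The receptors had an adjusted p of 0.66, SRF and YAP targets of 0.485 and the growth factors of 0.485 with an estimated correlation. Of the 13 growth factor genes 1 was higher, IGFBP2, and 3 higher and 1 lower passed when adjusted over the list alone. In the Notch list HES1 was at -0.55 and JAG1 at -0.39, and both passed over the list alone.

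Over 33297 probe sets, the log2 changes of starvation and of metformin against starvation had a covariance of -0.0105 and a correlation of -0.27. The comparisons share the starved arrays, which gave a covariance of -0.0108 (from -0.0116 to -0.0101) and a correlation of -0.482 in 100 simulations with unchanged groups. The observed covariance lies within the simulated range, as it does after quantile normalization again and without normal growth replicate B or starved replicate A. It lies above the range with arrays at a common median, without dim probe sets, over single-gene probe sets and without normal growth replicate C, starved replicate C or metformin replicate A or B, and below it without normal growth replicate A, starved replicate B or metformin replicate C. No shared effect is claimed from values that leave the range in both directions. Probe sets are not independent replicates.

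The first principal component of the 9 arrays (40.5% of the variance) had metformin replicates A, B and C at 50.5, 29.7 and 6.51 and starved replicate B at -28.4, and the second (18.6%) had metformin replicate C at -36.5 and starved replicate B at -19.5. For the counts of lists, the 10 groupings of the arrays are too few for a share under 0.05. The real grouping gave 8 lists in starvation and the highest other 5 (1 grouping with at least as many, counting the real one). With metformin against starvation these were 5 and 6 (4 groupings, counting the real one). With metformin against normal growth they were 8 and 7 (1 grouping, counting the real one). The real grouping of metformin against normal growth, 1 of 10, gave 2306 genes and the highest other 0.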
